# Spatial regulation of thermomorphogenesis by HY5 and PIF4 in Arabidopsis

**DOI:** 10.1038/s41467-021-24018-7

**Published:** 2021-06-16

**Authors:** Sanghwa Lee, Wenli Wang, Enamul Huq

**Keywords:** Light responses, Plant morphogenesis, Plant signalling

## Abstract

Plants respond to high ambient temperature by implementing a suite of morphological changes collectively termed thermomorphogenesis. Here we show that the above and below ground tissue-response to high ambient temperature are mediated by distinct transcription factors. While the central hub transcription factor, PHYTOCHROME INTERCTING FACTOR 4 (PIF4) regulates the above ground tissue response, the below ground root elongation is primarily regulated by ELONGATED HYPOCOTYL 5 (HY5). Plants respond to high temperature by largely expressing distinct sets of genes in a tissue-specific manner. HY5 promotes root thermomorphogenesis via directly controlling the expression of many genes including the auxin and BR pathway genes. Strikingly, the above and below ground thermomorphogenesis is impaired in *spaQ*. Because SPA1 directly phosphorylates PIF4 and HY5, SPAs might control the stability of PIF4 and HY5 to regulate thermomorphogenesis in both tissues. These data collectively suggest that plants employ distinct combination of SPA-PIF4-HY5 module to regulate tissue-specific thermomorphogenesis.

## Abstract (web summary)

Plants undergo morphological changes collectively termed thermomorphogenesis when exposed to elevated temperature. Here the authors show that the SPA1 kinase regulates distinct thermomorphogenic responses according to tissue type by interactions with PIF4 and HY5 in shoots and roots, respectively.

## Introduction

High ambient temperature due to global warming affects all terrestrial life forms including crop yield^1^. Being rooted in soil, sessile plants respond to high ambient temperature by changing their architecture in a developmental process termed thermomorphogenesis, which is characterized by elongated hypocotyl, petiole and root tissues, hyponastic growth, reduced stomatal density and early flowering^2–4^. These morphological changes allow plants to cope with and complete reproductive cycle under high ambient temperature.

Plants perceive high ambient temperature using diverse mechanisms. These include the red-light photoreceptor phytochrome B (phyB)^5,6^, an RNA thermoswitch within the 5′-untranslated region of the *PHYTOCHROME INTERCTING FACTOR 7* (*PIF7*)^7^ and a prion-like domain in EARLY FLOWERING 3 (ELF3)^8^. Downstream of the thermosensors, PIF4 acts as a central hub transcription factor controlling target genes especially auxin biosynthesis and signaling genes to promote hypocotyl and petiole elongation^9–12^. In addition, a number of factors including Cryptochrome 1 (Cry1), ELF3, TOC1, HMR, BBX18/23, TCP, FCA, SPAs, HECATE1/2 (HEC1/2), COP1-DET1-HY5 module, and GI-RGA-PIF4 module have been shown to regulate thermomorphogenesis^13–25^. All of these factors impinge upon PIF4 either controlling the PIF4 abundance and/or activity to regulate thermomorphogenesis.

High ambient temperature also affects root system architecture^26,27^, which is linked to crop yield^28,29^. In sunflower and cotton, elevated temperature increases lateral root length and number^27^. In Arabidopsis, elevated temperature has been shown to increase root elongation by regulating Brassinosteroid (BR) signaling^30^. In addition, several reports showed that auxin signaling is also involved in root elongation under normal and high ambient temperature conditions^31–33^. For example, Feraru et al. showed that PIN-LIKES 6 (PILS6) acts as a negative regulator of root growth, and high ambient temperature-mediated destabilization of PILS6 abundance increases the nuclear availability of auxin to promote root elongation^32^. In addition, a recent report also showed that the shoot and root thermomorphogenesis are coordinated, and a shoot derived HY5/PIF regulatory module controls auxin biosynthetic and signaling genes to regulate root thermomorphogenesis^34^.

Our understanding of thermomorphogenesis is mostly based on the above ground tissues (e.g., hypocotyl and petiole elongation, flowering time)^3^. However, the mechanistic details of how the below-ground tissues of plants respond to high ambient temperature is still rudimentary. Here we show that ELONGATED HYPOCOTYL 5 (HY5) acts as a key transcription factor in root thremomorphogenesis. The expression and stability of PIF4 and HY5 are spatially regulated by high ambient temperature. In addition, SPA kinases are necessary to stabilize both PIF4 and HY5 to regulate thremomorphogenesis in a tissue-specific manner.

## Results

### Analyses of spatial thermomorphogenesis at seedlings stage

To examine spatial regulation of thermomorphogenesis, we grew wild type (WT) Arabidopsis seedlings at either 22°C or 28°C under constant light (CL) up to seven days and measured the root and hypocotyl lengths over time (Fig. 1a, b). Thermo-induced primary root elongation occurred gradually over time (Fig. 1b, c) and the primary root length ratio of 28/22 remained similar (Fig. 1c, d). Primary root length was also elongated at 28 °C under long day (LD) conditions similar to that in CL, while the primary root length was even shorter at 28 °C compared to 22 °C under short day (SD) conditions, consistent with the previous report^30^ (Supplementary Fig. 1). In contrast, thermo-induced hypocotyl elongation occurred over time, and the hypocotyl length ratio of 28/22 increased over time and saturated at around five days (Fig. 1e, f). To further examine whether the thermo-induced primary root elongation can be observed under natural soil-grown conditions, we grew wild-type Arabidopsis seedlings for three days on MS plate at 22 °C and then transferred to soil for additional five days at either 22 °C or 28°C under LD conditions and measured the root length (Supplementary Fig. 2a–c). Similar to the growth conditions on MS plate, soil-grown seedlings displayed elongated roots at high ambient temperature. The hypocotyl thickness was also measured using light microscopy under the continuous light conditions (Supplementary Fig. 3a). The data show that the hypocotyl diameter was increased ~30% after 4 days of treatment at 28 °C (Supplementary Fig. 3b), indicating that high ambient temperature promotes the thickness as well as elongation of hypocotyl. Overall, high ambient temperature affects seedling architecture of both above ground and below-ground tissues profoundly.

**Fig. 1:**
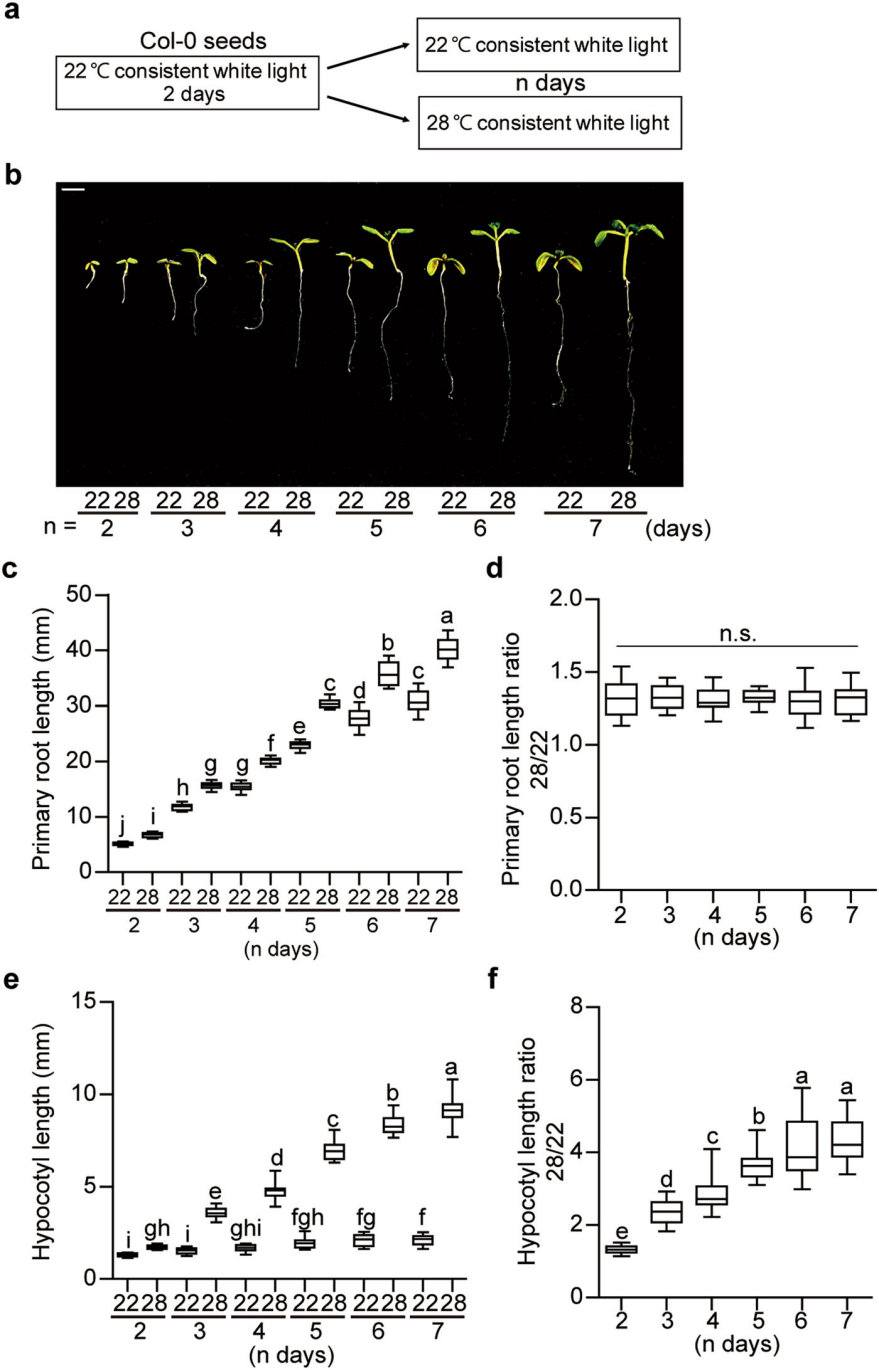
Altered seedling architecture at high ambient temperature. **a** Simplified experimental condition used in this study for phenotypic analysis. **b** Photograph showing seedling phenotypes of Columbia-0 grown at 22 °C and 28 °C over time. Seedlings were grown for two days in continuous white light at 22 °C and then either kept at 22 °C or transferred to 28 °C for additional n days before being photographed. The scale bar represents 2 mm. **c**, **e** Bar graphs show the primary root (**c**) or hypocotyl (**e**) lengths for seedlings grown under conditions described in (**a**). **d**, **f** For the length ratio 28/22, primary root or hypocotyl length at 28 °C is divided by those values at 22 °C. The letters a–j indicate statistically significant differences between means of primary root or hypocotyl lengths (*n* = 15, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test. n.s. stands for not significant. For the box and whisker plots in (**c**–**f**), the boxes represent from the 25th to the 75th percentile and the bars equal the median values. The source data underlying the root (**c**, **d**) and hypocotyl (**e**, **f**) measurements are provided in the Source data file.

### *HY5* is necessary for root thermomorphogenesis

PIF4 has been described as a key component in the hypocotyl and petiole elongation under high ambient temperature^9^. However, the thermo-induced root elongation was not affected in *pif4* background^30^. To identify the factor(s) necessary for root thermomorphogenesis, we analyzed the primary root length phenotype of several mutants and overexpression lines under high ambient temperature (Fig. 2a–c). As expected, *phyB-9* did not respond to high ambient temperature, whereas *PHYB* overexpression line showed similar response to WT, suggesting that phyB regulates both above and below-ground tissues at high ambient temperature. We also analyzed the primary root length phenotype of *pif4-2* and *pifQ* at high ambient temperature to examine if PIFs are involved in root thermomorphogenesis (Fig. 2a, b, Supplementary Fig. 4). The data show that both *pif4-2* and *pifQ* responded to root thermomorphogenesis with similar primary root length ratio of 28/22, indicating that PIFs do not contribute to primary root elongation at high ambient temperature Supplementary Fig. 4a–c). Because HY5 has been shown to regulate thermomorphogenesis as well as root hair elongation^14,35^, we examined root thermomorphogenesis phenotype of *hy5-215* at high ambient temperature. The results show that the primary root length of *hy5-215* mutant did not alter at high ambient temperature, indicating that HY5 is necessary for the primary root elongation under high ambient temperature. Similar to the MS-grown seedlings, *hy5-215* mutant did not show root thermomorphogenesis, while *pifQ* mutant responded to high ambient temperature in soil-grown conditions (Supplementary Fig. 2). Furthermore, to elucidate the genetic relationship of *PIFs* and *HY5* in root thermomorphogenesis, the primary root length was measured for *hy5-215 pifQ* at high ambient temperature. As expected, the primary root length of *hy5-215 pifQ* did not respond to high ambient temperature, whereas *pifQ* displayed similar root length to that of wild-type (Fig. 2a–c), suggesting that *hy5-215* is epistatic to *pifQ* for root thermomorphogenesis.

**Fig. 2:**
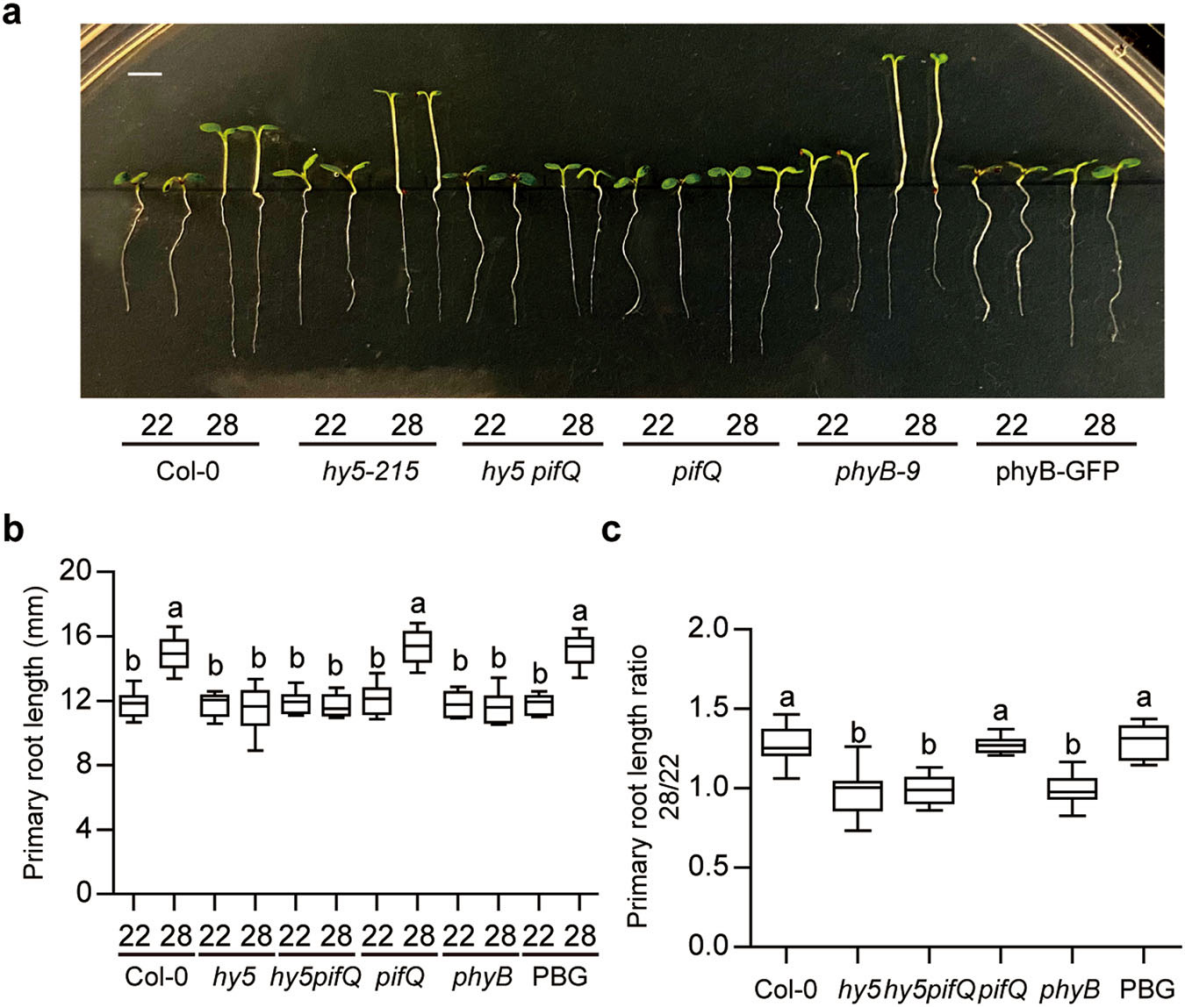
HY5 is essential for root thermomorphogenesis. **a** Photograph showing seedling phenotypes of different mutants grown at 22 °C and 28 °C. Seedlings were grown for 2 days in continuous white light at 22 °C and then either kept at 22 °C or transferred to 28 °C for additional 4 days before being photographed. The scale bar represents 2 mm. PBG stands for *35S:phyB-GFP*. **b**, **c** Bar graphs show the primary root lengths for seedlings grown under conditions described in (**a**). For the length ratio 28/22 (**c**), primary root length at 28 °C is divided by that at 22 °C. The letters a, b indicate statistically significant differences between means of primary root lengths (*n* = 15, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test. For the box and whisker plots in (**b**, **c**), the boxes represent from the 25th to the 75th percentile and the bars equal the median values. The source data underlying the root measurements (**b**, **c**) are provided in the Source data file.

When we examined the hypocotyl thickness phenotype under high ambient temperature. Both *hy5-215* and *pifQ* did not show any difference, while the WT displayed an increase in the hypocotyl thickness in response to high ambient temperature (Supplementary Fig. 5a–c). *PIF4* overexpression line displayed an increased thickness constitutively compared to WT, while *HY5* overexpression in the *hy5* background complemented the phenotype. Moreover, epistatic analyses showed that the hypocotyl thickness phenotype of *hy5-215 pifQ* is similar to that of *pifQ* and *hy5-215* (Supplementary Fig. 5a–c), suggesting that both PIFs and HY5 are acting in the same genetic pathway to regulate the hypocotyl thickness in response to high ambient temperature. Overall, these data suggest that HY5 is a key transcription factor for root thermomorphogenesis, while both PIFs and HY5 are acting in the hypocotyl tissue to regulate elongation as well as thickness in response to high ambient temperature.

### HY5 controls global gene expression at elevated temperature

In thermomorphogenesis, an alteration in global gene expression has been reported mostly using whole seedlings^6,19,24^. To examine whether global gene expression is altered in a tissue-specific manner at high ambient temperature, WT and *hy5-215* seedlings were grown at 22 °C for 6 days under constant white light, and then exposed to 28 °C for additional 4 h before the shoot (hypocotyl and cotyledon) and root samples were collected. RNAseq analysis was performed using total RNA isolated from these samples. 

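The RNAseq data comprised 24 libraries, with 3 biological replicates for each of 8 groups: the shoot and the root of WT Col-0 and of *hy5-215*, at 22 °C and at 28 °C. Col-0 is the reference accession of Arabidopsis, and *hy5-215* carries a mutant allele of *HY5*. In 3′Tag-Seq, reads come from a fragment near the 3′ end of each transcript, so the count of a gene does not grow with its length. The authors aligned the reads with HISAT2, counted them per gene with HTSeq on the TAIR10 annotation and deposited the counts of 33977 gene identifiers without normalization. The paper's text does not name the versions of these tools or say whether the strand of a read was used in counting. In the shoot, total counts on genes ranged from 2718159 to 2824576 per library (median 2774388) in Col-0 at 22 °C and from 2628455 to 2806741 (median 2737702) at 28 °C. In the *hy5-215* shoot they ranged from 2635000 to 3781032 (median 2938614) at 22 °C and from 2620219 to 3395380 (median 2860904) at 28 °C. In the root, the Col-0 libraries at 22 °C were the shallowest, from 1212281 to 1828946 (median 1700048), against 2455073 to 2627108 (median 2625364) at 28 °C. The *hy5-215* root libraries held 2296016 to 2956078 counts (median 2303316) at 22 °C and 2066416 to 3078290 (median 3077241) at 28 °C. The deposited labels and the paper differ in several details of the growth. The paper gives 6-day-old seedlings and light of 30 μmol per square metre and second, whereas the labels give 5 days and 25 μmol. The labels name hypocotyl where the paper names shoot (hypocotyl and cotyledon) or, in places, hypocotyl as well. A design text beside the labels gives 24 h where the paper and the sample labels give 4 h. A growth description in the labels lists genotypes that the paper does not use in this experiment. The genotype entry of the labels reads wild type for every shoot sample and *hy5* for every root sample, so the genotype was taken from the title and description of each sample and the paper. For each comparison of 28 °C with 22 °C, the 6 libraries of one tissue and genotype were fitted together. Genes with too few counts were removed with edgeR's filterByExpr and library sizes were scaled by TMM. DEGs were genes with an adjusted p of at most 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a change of at least 2-fold, the cutoffs of the paper's methods. The filter, the adjustment and the fold cutoff were each changed in turn, since the number of DEGs rests on them.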

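*HY5* (AT5G11260) lies on chromosome 5 of TAIR10.1 from 3593335 to 3595073 on the minus strand and is annotated as a protein-coding gene for a bZIP transcription factor. Its transcript was counted in all 24 libraries, the *hy5-215* libraries included. In the root at 22 °C, its level in counts per 1000000 counts after TMM scaling (CPM) was 64.1 ± 11.8 (SD, n = 3) in Col-0 and 16.7 ± 4.32 (SD, n = 3) in *hy5-215*. The log2 fold change between the genotypes was -1.92 (SE 0.21, adjusted p = 3.75e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the root at 28 °C the levels were 59.7 ± 5.31 and 11.6 ± 1.48 CPM (SD, n = 3), and the log2 fold change was -2.35 (SE 0.18, adjusted p = 3.95e-10, the same edgeR test). In the shoot, *HY5* was also lower in *hy5-215*, but the difference did not pass the adjusted threshold. The shoot levels at 22 °C were 24.4 ± 3.32 CPM in Col-0 and 17.1 ± 2.65 CPM in *hy5-215* (SD, n = 3), a log2 fold change of -0.53 (SE 0.18, adjusted p = 0.0513, the same edgeR test). At 28 °C they were 14.9 ± 2.73 and 10.1 ± 3.11 CPM (SD, n = 3), a log2 fold change of -0.57 (SE 0.25, adjusted p = 0.213, the same edgeR test).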

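In Col-0, 110 genes were DEGs in both the shoot and the root, and 107 of them changed in the same direction in both tissues. The exceptions, named after their values were seen, were *GSTF6*, *LEA7* and *SEN1*. A further 723 genes (86.8% of the shoot DEGs) were DEGs in the shoot but not in the root, and 274 genes (71.4% of the root DEGs) were DEGs in the root but not in the shoot. The root-only number dropped to 163 without root Col-0 replicate 2 at 22 °C and to 177 without replicate 2 at 28 °C, and the other fits with 1 library left out gave 237 to 315. Among the 13960 genes tested in both tissues, 571 were shoot DEGs and 264 were root DEGs, so 10.8 shared genes would be expected with no relation between the tissues. The observed overlap had an odds ratio of 20.5 (one-sided Fisher's exact test across genes, p = 8.13e-84), although genes are not independent replicates. The number of shared DEGs moved most when the fold cutoff was left out, to 510. The difference between the tissues was tested directly as a tissue by temperature interaction over the 12 Col-0 libraries. Of 17916 genes tested, 498 passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), among them 143 of the shoot-only DEGs, 62 of the root-only DEGs and 13 of the shared DEGs. With each library left out in turn, this number lay between 326, without shoot Col-0 replicate 3 at 22 °C, and 523.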

The results show that the shoot and root samples respond to high ambient temperature by differentially expressing genes (DEGs) that are largely distinct with partial overlap (Supplementary Fig. 6a, Supplementary data 1). Gene Ontology (GO) analysis of the shared 228 DEGs between the shoot and root showed an enrichment of temperature/heat/stress response genes including *HSP90* (Supplementary Fig. 6b)^33^, suggesting that both organs respond to elevated temperature at least partially by controlling a common set of genes. However, the genes responding to high temperature in an organ-specific manner show an enrichment of different classes. For example, while genes involved in regulation of protein kinase activity, response to nitrogen compounds, mitotic cell cycle, response to abiotic stimulus show an enrichment in the shoot tissue (Supplementary Fig. 6c), the genes involved in CDP-diacylglycerol metabolic process, secondary metabolite biosynthetic process, cellular response to oxygen levels and oxidative stress are enriched in the root tissue (Supplementary Fig. 6d). These data suggest that the above ground and below-ground tissues respond to high ambient temperature differently.

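*HSP90.1* (AT5G52640) lies on chromosome 5 of TAIR10.1 from 21352557 to 21355147 on the plus strand and encodes a heat shock protein. In the Col-0 shoot it rose from 12.0 ± 1.86 CPM (SD, n = 3) at 22 °C to 59.9 ± 13.5 CPM (SD, n = 3) at 28 °C. The log2 fold change was 2.32 (SE 0.18, adjusted p = 3.44e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Col-0 root it rose from 14.8 ± 4.31 to 137 ± 39.0 CPM (SD, n = 3), a log2 fold change of 3.16 (SE 0.24, adjusted p = 1.08e-07, the same edgeR test). The rise differed by less between the tissues than the adjusted threshold requires (tissue by temperature interaction 0.84, SE 0.35, adjusted p = 0.243, the same edgeR test). The *hy5-215* log2 fold changes were 2.37 in the shoot (SE 0.19, adjusted p = 5.27e-09, edgeR) and 3.66 in the root (SE 0.17, adjusted p = 8.53e-17, edgeR). Among the genes shared by the Col-0 shoot and root DEGs, 4 carried the annotated term response to heat, of 46 with that term tested in both tissues, where 0.362 would be expected (one-sided Fisher's exact test, p = 0.000462, 0.00404 after Benjamini-Hochberg adjustment over 35 such tests). They were *HSP17.4*, *Hop3*, *HSA32* and *HSP90.1*, named after their values were seen, and all of them were higher at 28 °C in both tissues. A wider list of heat shock genes, set by gene symbol and description, had 3 shared DEGs of 75 (*HSP17.4*, *HSP90.1* and, also named after its values were seen, *HSP70*; expected 0.591, p = 0.0213 in the same exact test, 0.107 after adjustment).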

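Among the DEGs of the Col-0 shoot that were not root DEGs, 5 belonged to a list of cyclin A, B and D and CDKB genes, of 22 tested in both tissues, where 0.727 would be expected (one-sided Fisher's exact test, p = 0.000635, 0.00445 after adjustment). Named after their values were seen, these were AT1G76310, AT1G80370, AT2G26760, AT2G38620 and AT4G37490. All of them were lower in the shoot at 28 °C, with log2 fold changes from -1.39 to -1.01, whereas their fitted changes in the root lay between -0.70 and 0.25. Among the DEGs of the Col-0 root alone, 4 belonged to a list of peroxidase genes, of 31 tested in both tissues, where 0.342 would be expected (one-sided Fisher's exact test, p = 0.000355, 0.00404 after adjustment). Also named after their values were seen, AT2G38380 and AT2G38390 fell and *DOX1* and AT3G49960 rose at 28 °C. Genes entered this list by symbol or by a description as peroxidase superfamily, as *DOX1* did, and what each enzyme does was not checked. The exact test treats the genes of a family as independent, which was not checked either. The annotated terms come from notes in the gene annotation, which are not complete and are not the gene sets of the paper's GO analysis. The values of such a term therefore do not test the paper's own term. For the annotated term response to oxidative stress, 98 genes were tested in both tissues. The root-only DEGs held 1 of them, AT3G49960, against 1.08 expected (p = 0.664 in the same exact test), and the shoot-only DEGs held 7 against 3.24 expected (exact p = 0.0434, 0.169 after adjustment). These tests leave out DEGs with too few counts in the other tissue. They were therefore repeated among all genes tested in a tissue, a background chosen after seeing the data. Among all genes tested in the root, the root-only DEGs then held 5 of 116 genes of this term against 2.02 expected (exact p = 0.0521, 0.182 after adjustment) and 8 of 46 peroxidase genes against 0.801 expected (exact p = 1.12e-06, 3.91e-05 after adjustment). The genes of the term added in this way, named after their values were seen, were AT1G68850, AT2G18150, *Prx37* and AT4G08780, and all 4 fell at 28 °C and are on the peroxidase list as well. Among all genes tested in the shoot, the shoot-only DEGs held 9 of 107 genes of the term against 4.93 expected (exact p = 0.0584, 0.186 after adjustment) and 5 of 24 cyclin and CDKB genes against 1.11 expected (exact p = 0.00419, 0.0244 after adjustment). They held 9 of 28 auxin genes (a list of *IAA*, *SAUR* and *GH3* genes) against 1.29 expected (exact p = 2.78e-06, 4.87e-05 after adjustment), whereas 1 of the 16 auxin genes tested in both tissues was a shoot-only DEG (exact p = 0.416, 0.856 after adjustment). The other classes shown in Supplementary Fig. 6c and 6d were not tested here.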

When comparing the shoot samples from the WT Col-0 and *hy5-215* in response to high ambient temperature, 1427 and 1083 DEGs were identified in the Col-0 and *hy5-215*, respectively, with 418 genes shared between the Col-0 and *hy5-215* shoot samples (Fig. 3a). 

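In the shoot, 833 of 15697 genes tested were DEGs in Col-0, with 338 higher and 495 lower at 28 °C. In *hy5-215*, 563 of 15680 genes tested were DEGs, with 277 higher and 286 lower. Of the settings changed one at a time, leaving out the fold cutoff moved the number most, to 3920 genes in Col-0. The DEGs called in both genotypes numbered 293. Of these, 292 changed in the same direction, and the exception was *AK3*, named after its values were seen. Among Col-0 DEGs with a mean of at least 20 counts and no overlap between the temperatures, *XTH15* (AT4G14130, chromosome 4, 8137020 to 8138392) rose most among genes above the floor of 3 counts, with a log2 fold change of 4.70 (SE 0.33, adjusted p = 4.06e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps a gene on the opposite strand. *HSP17.4* rose from a mean of 1.33 counts, at or under the floor in every library at 22 °C, to 39 counts. *HSP17.4* also overlaps genes on the opposite strand. *ELIP2* (AT4G14690, chromosome 4, 8418242 to 8419325) fell most, with a log2 fold change of -5.22 (SE 0.27, adjusted p = 2.17e-13, the same edgeR test), followed by AT1G72910 at -3.76. *ELIP2* had a mean of 3.67 counts at 28 °C, near the floor, so the size of its fall rests on few counts. In *hy5-215*, *LTP3* (4.21, SE 0.57) and AT5G12110 (2.93, SE 0.16) rose most by the same rule. AT5G12110 overlaps a gene on the opposite strand as well. *ELIP2* (-3.14, SE 0.34) and *LHY* (-3.11, SE 0.17) fell most. With each library left out in turn, the Col-0 DEGs numbered between 751 and 1095 and the *hy5-215* DEGs between 506 and 620.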

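In the shoot, 540 Col-0 DEGs were not DEGs in *hy5-215*. They were 64.8% of the Col-0 DEGs, with a 95% Wilson interval from 61.5% to 68.0%, which covers counting error only. Of these genes, 70 had too few counts in *hy5-215* to be tested there. In the other direction, 270 of the *hy5-215* DEGs (48.0%, Wilson interval 43.9% to 52.1%) were not DEGs in Col-0. Among the 470 HY5-dependent shoot DEGs tested in both genotypes, 418 changed in the same direction in *hy5-215* as in Col-0. Their median log2 fold change was 1.2 in Col-0 and 0.53 in *hy5-215*, counted in the direction of the Col-0 change. In *hy5-215*, 152 of them had an adjusted p of at most 0.05 but less than the 2-fold change required. A test of the difference itself, the genotype by temperature interaction over the 12 shoot libraries, was passed by 49 of the 470 genes after Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, and 233 had an unadjusted p of at most 0.05. With each library left out in turn, the HY5-dependent share was between 61.9% and 72.0%.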

Importantly, >70% of WT DEGs are HY5-dependent, supporting the previous reports that HY5 contributes to shoot thermomorphogenesis^13,36^. By contrast, 1129 and 846 genes were differentially expressed in the root samples of Col-0 and *hy5-215*, respectively, in response to high ambient temperature. 

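In the root, 384 of 15743 genes tested were DEGs in Col-0, with 149 higher and 235 lower at 28 °C. In *hy5-215*, 285 of 16445 genes tested were DEGs, with 182 higher and 103 lower. Both genotypes shared 67 of these genes, 62 of them with the same direction. The exceptions, named after their values were seen, were AT1G09310, *ADH1*, *CAF1a*, AT4G24380 and AT5G10695. By the rule used for the shoot, AT5G51440 (chromosome 5, 20891163 to 20892416), which encodes an HSP20-like chaperone, rose most in the Col-0 root, with a log2 fold change of 3.52 (SE 0.32, adjusted p = 8.93e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was also the gene that rose most in the *hy5-215* root, by 4.00 (SE 0.23, adjusted p = 1.30e-14, the same edgeR test). *MRN1* followed in Col-0 (3.40, SE 0.66, adjusted p = 0.00324, edgeR), and its adjusted p rose to 0.0606 without root Col-0 replicate 2 at 22 °C, against 1.88e-10 to 0.0356 over the settings that kept all libraries. *HSP17.6II* followed in *hy5-215* (3.83, SE 0.48). *MRN1* in Col-0 and *HSP17.6II* in *hy5-215* each started from a mean of 2.33 counts at 22 °C, near the floor. The size of their rises rests on few counts. The largest falls were those of *RTFL12* and AT4G27657 (-3.25, SE 0.40) in Col-0 and of *F3H* (-4.40, SE 0.40) and *NSP3* (-3.23, SE 0.28) in *hy5-215*. *RTFL12* went from a mean of 42.3 counts to 2.33 counts, at or under the floor in each library at 28 °C. *F3H* overlaps a gene on the opposite strand, and in *hy5-215* it had a mean of 3.33 counts at 28 °C, near the floor. The Col-0 root DEGs dropped to 250 without root Col-0 replicate 2 at 22 °C, the shallowest group, and the other 5 such fits gave up to 424.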

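In the root, 317 Col-0 DEGs were not DEGs in *hy5-215*, which is 82.6% of the Col-0 DEGs (Wilson interval 78.4% to 86.0%). Too few counts for a test in *hy5-215* were found for 37 of them. Conversely, 218 root DEGs of *hy5-215* (76.5%, Wilson interval 71.2% to 81.0%) were not Col-0 DEGs. The other 280 HY5-dependent root DEGs were tested in both genotypes, and 193 of them changed in the Col-0 direction in *hy5-215*. Their median log2 fold change was 1.28 in Col-0 and 0.23 in *hy5-215*. An adjusted p of at most 0.05 without the fold requirement was reached in *hy5-215* by 44 of these genes. The genotype by temperature interaction over the 12 root libraries was passed by 85 of them after adjustment (edgeR's quasi-likelihood test) and by 213 at an unadjusted p of 0.05. The number of HY5-dependent root DEGs dropped to 195 without Col-0 replicate 2 at 22 °C and to 210 without Col-0 replicate 2 at 28 °C, and the other 10 fits with 1 library left out gave 281 to 358. The HY5-dependent share in all 12 such fits was 78.0% to 84.6%.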

In the root tissue, >84% of Col-0 DEGs are HY5-dependent, suggesting a prominent role of HY5 in root thermomorphogenesis. Figure 3b displays the heatmap analysis of the 1427 and 1129 DEGs from the WT Col-0 hypocotyl and root samples, respectively, in both WT and *hy5-215*, indicating that the gene expression is globally regulated by HY5 in both hypocotyl and root tissues. 

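Of the Col-0 shoot DEGs, 763 were tested in both genotypes. In *hy5-215*, 710 of them (93.1%, Wilson interval 91.0% to 94.7%) changed in the same direction as in Col-0, and 672 changed by less. Their median log2 fold change was 1.29 in Col-0 and 0.82 in *hy5-215*, and 445 had an adjusted p of at most 0.05 in *hy5-215* when no fold cutoff was applied. In the root, 347 Col-0 DEGs were tested in both genotypes, of which 255 (73.5%, Wilson interval 68.6% to 77.9%) changed in the same direction and 319 changed by less in *hy5-215*. The median log2 fold change was 1.31 in the Col-0 root and 0.36 in the *hy5-215* root, and 111 genes had such an adjusted p there. A gene chosen because its change in Col-0 is large tends to show a smaller change in any other set of libraries, so the difference was also tested for every gene. The genotype by temperature interaction passed an adjusted p of 0.05 for 169 of 16429 genes in the shoot and for 240 of 16982 genes in the root (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These included 73 of the tested Col-0 DEGs of the shoot and 93 of those of the root. In the shoot, the smallest adjusted p belonged to AT5G42530 (interaction -1.69, SE 0.21, adjusted p = 4.87e-05, edgeR) and AT4G08555 (2.22, SE 0.29, adjusted p = 9.12e-05, edgeR). In the root, they were AT1G56660 (1.95, SE 0.18, adjusted p = 3.26e-08, edgeR) and *CAF1a* (4.37, SE 0.45, adjusted p = 5.35e-07, edgeR). The shoot number ranged from 60, without *hy5-215* replicate 2 at 28 °C, to 398, without Col-0 replicate 1 at 28 °C, when each library was left out. The root number ranged from 142, without Col-0 replicate 2 at 22 °C, to 251. From the heatmap of the Col-0 DEGs in both genotypes, the paper concludes that HY5 regulates gene expression globally in hypocotyl and root.

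**Figure D1:**
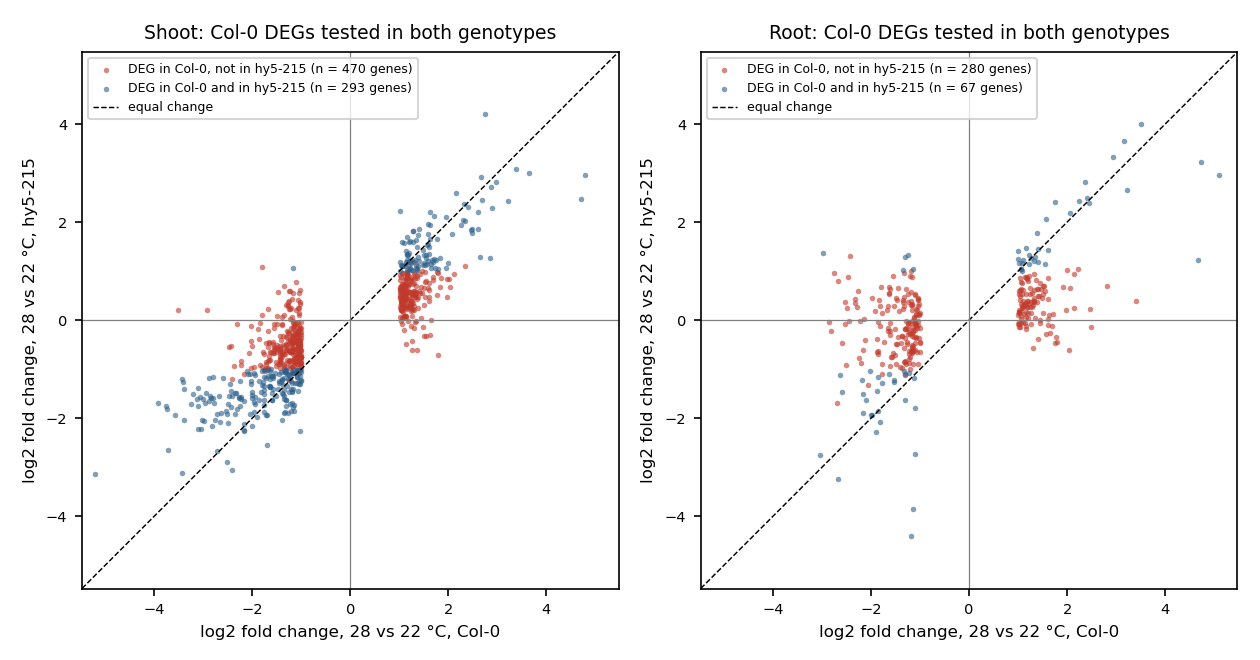
Log2 fold change from 22 °C to 28 °C in Col-0 (horizontal axis) and in *hy5-215* (vertical axis) of the Col-0 DEGs tested in both genotypes, for the shoot and the root, with 1 point per gene. Red points are the 470 shoot and 280 root genes that were not DEGs in *hy5-215*, blue points are the 293 shoot and 67 root genes that were DEGs in both, and the dashed line marks an equal change in both genotypes.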

GO analysis of the HY5-dependent 1009 DEGs in the hypocotyl, and 956 DEGs in the root samples showed an enrichment of diverse processes that are largely distinct between the shoot and root tissues (Fig. 3c), suggesting that HY5 might regulate different pathways in a tissue-specific manner to respond to high ambient temperature.

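The HY5-dependent DEGs of the shoot and the root had 38 genes in common. In the shoot, 6 of the 28 genes tested in Col-0 on a list of *IAA*, *SAUR* and *GH3* genes were HY5-dependent, where 0.963 would be expected (one-sided Fisher's exact test, p = 0.000318, 0.00404 after Benjamini-Hochberg adjustment over the 35 tests). All of them were higher in Col-0 at 28 °C. Of the 24 cyclin and CDKB genes tested in the Col-0 shoot, 4 were HY5-dependent (AT1G76310, AT1G80370, AT2G38620 and AT4G37490, named after their values were seen), against 0.826 expected (exact p = 0.00851, 0.0497 after adjustment). In the root, 7 of 46 peroxidase genes tested in Col-0 were HY5-dependent, where 0.926 would be expected (exact p = 3.43e-05, 0.00120 after adjustment). Of these, *DOX1*, named after its values were seen, rose and the others fell in the Col-0 root at 28 °C. Limited to genes tested in both genotypes, a background chosen after seeing the data, these overlaps were 6 of 28, 4 of 24 and 6 of 43 genes, with adjusted p of 0.00153, 0.0289 and 0.00137 in the same exact test. Because HY5-dependent DEGs are a subset of the Col-0 DEGs, neither background separates HY5 dependence from enrichment of these lists among all Col-0 DEGs. Of the Col-0 DEGs on these lists, 6 of 10 auxin, 4 of 5 cyclin and CDKB and 7 of 8 peroxidase genes were HY5-dependent. Among all Col-0 DEGs the share was 64.8% in the shoot and 82.6% in the root. The HY5-dependent root DEGs held 1 of the 18 auxin genes, *IAA19*, and the HY5-dependent shoot DEGs held no peroxidase gene of 32 tested. Whether reads were divided between close members of these families was not checked for the genes behind these counts, apart from *IAA19*.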

**Fig. 3:**
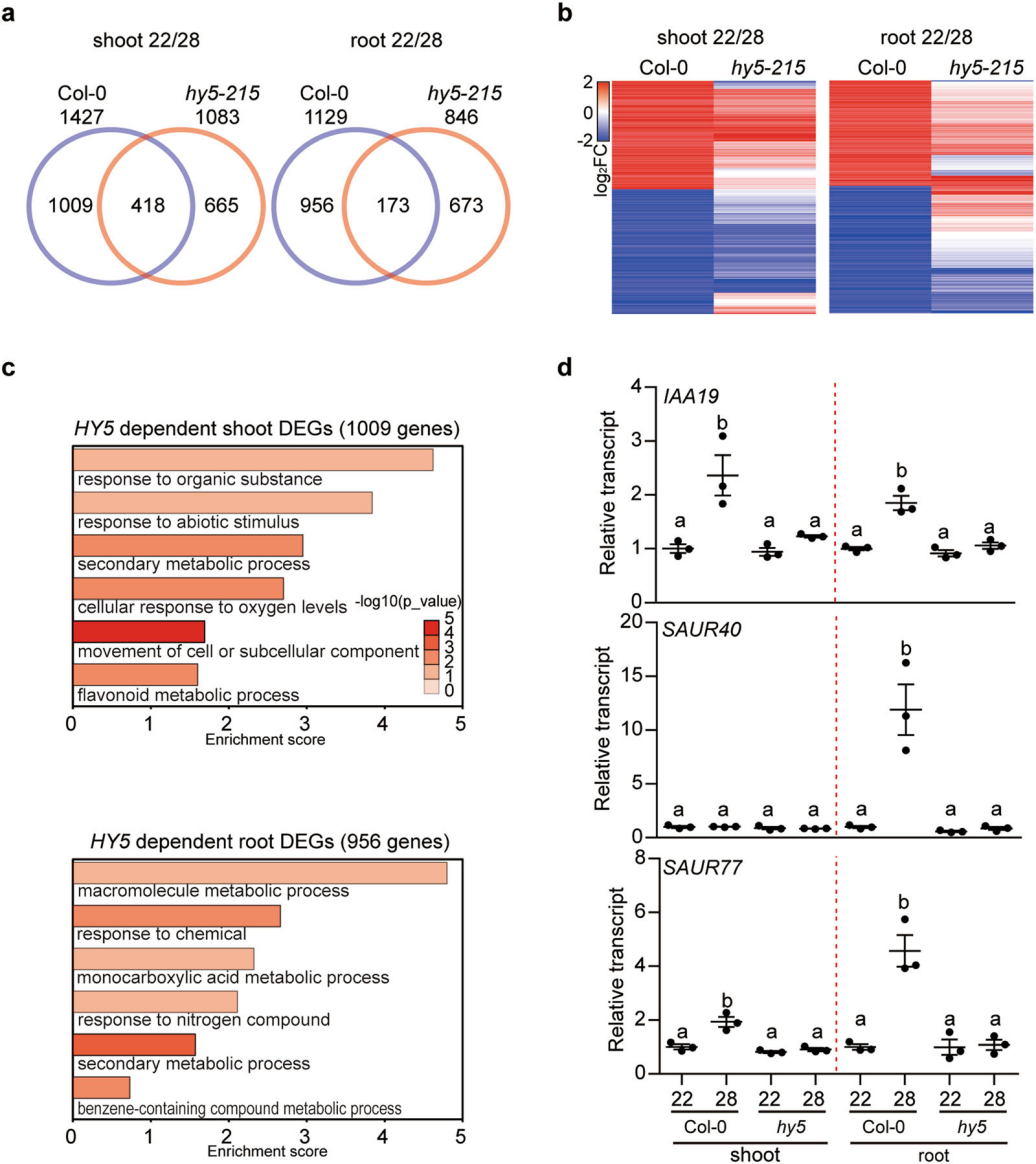
HY5 controls global gene expression at elevated temperature in both shoot and root. **a** Venn diagrams show tissue-specific (shoot and root) Differentially Expressed Genes (DEGs) in wild-type (WT) vs *hy5-215* mutant at high ambient temperature. Six-day-old white light-grown seedlings were transferred to 22 °C or 28 °C for additional 4 h and total RNA was extracted from three biological replicates for RNA-seq analyses. **b** Heatmap analysis shows 1427 and 1129 DEGs between wild-type and *hy5-215* mutant shoot and root, respectively. **c** Gene Ontology (GO) analysis of HY5-dependent shoot and root DEGs. DEGs were identified with ≥2-fold and FDR ≤ 0.05. **d** RT-qPCR analysis using *IAA19*, *SAUR40*, and *SAUR77*. RT-qPCR samples were from Col-0 whole seedlings, shoot or root grown for 6 days at 22 °C and then either kept at 22 °C or transferred to 28 °C for 4 h. Three biological repeats were performed. Error bars indicate SD (*n* = 3). Relative gene expression levels were normalized using the expression level of *ACT7* and the values of those genes in wild-type. The letters a, b indicate statistically significant differences (*n* = 3, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test.

We also compared our HY5-regulated genes to those of the HY5-bound genes that has been recently described^37^. These analyses show that >50% of the HY5-regulated genes are also HY5-direct target genes (Supplementary Fig. 7a). When we compared at the organ-specific manner, >51% of the HY5-regulated genes in the shoot tissue are also HY5 direct target genes, while in the root sample, >50% of the HY5-regulated genes are HY5 direct target genes (Supplementary Fig. 7a). Only 55 of the 939 potentially HY5-regulated and HY5-direct target genes are expressed in both organs (Supplementary Fig. 7a), suggesting that HY5 regulates a large proportion of genes in an organ-specific manner to respond to high ambient temperature.

To confirm our RNAseq data, we selected 3 genes (*IAA19*, *SAUR40*, and *SAUR77*) involved in auxin signaling for independent verification by qPCR, as these genes have been linked to both root and hypocotyl elongation^38–41^. Consistent with our RNAseq data (Supplementary Fig. 7b), the transcript levels of these genes were highly repressed in *hy5-215* in both shoot and root samples (Fig. 3d). 

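*IAA19* (AT3G15540) lies on chromosome 3 of TAIR10.1 from 5264001 to 5265695 on the plus strand. In the root, its level was 4.69 ± 2.09 CPM (SD, n = 3) in Col-0 at 22 °C and 12.0 ± 1.23 CPM at 28 °C, against 9.15 ± 0.883 CPM and 12.2 ± 3.79 CPM in *hy5-215*. Its log2 fold change in the Col-0 root was 1.38 (SE 0.39, adjusted p = 0.0387, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was above 0.05 in 5 of the 6 fits that each left out 1 library (0.0217 to 0.195), all except the fit without Col-0 replicate 3 at 22 °C. Over the settings that kept all libraries it ran from 0.00731 to 0.0941, and it was above 0.05 with DESeq2 and with a replicate block. In the *hy5-215* root the log2 fold change was 0.37 (SE 0.30, adjusted p = 0.556, the same edgeR test). The genotypes did not differ at 28 °C, with a log2 fold change of -0.02 for *hy5-215* against Col-0 (SE 0.27, adjusted p = 0.982, edgeR). At 22 °C it was 0.98 (SE 0.42, adjusted p = 0.146, edgeR). In the shoot, *IAA19* changed by 1.52 in Col-0 (SE 0.40, adjusted p = 0.00624, edgeR) and by 0.77 in *hy5-215* (SE 0.44, adjusted p = 0.267, edgeR). The adjusted p of the shoot value in Col-0 was 0.0697 without Col-0 replicate 3 at 28 °C and at most 0.0434 in the other 5 such fits. It was 0.000691 to 0.0233 over the settings that kept all libraries. The difference between the genotypes in the response to temperature was not past the adjusted threshold in the root (interaction -0.99, SE 0.49, adjusted p = 0.481, edgeR) or in the shoot (-0.76, SE 0.65, adjusted p = 0.757, edgeR). *SAUR40* (AT1G79130, chromosome 1, 29771218 to 29771887) and *SAUR77* (AT1G17345, chromosome 1, 5940292 to 5941525) had too few counts to pass the filter in any comparison. In the Col-0 root at 28 °C, *SAUR40* reached 1.29 ± 0.576 CPM and *SAUR77* 1.29 ± 0.199 CPM (SD, n = 3), while no read was counted on them at 22 °C. In the *hy5-215* root, *SAUR40* was at 1.08 ± 0.694 CPM at 22 °C and 0.685 ± 0.708 CPM at 28 °C, and *SAUR77* at 0.708 ± 0.565 and 0.578 ± 0.741 CPM (SD, n = 3). Neither gene was tested between the genotypes at 28 °C, so these small counts leave a difference there undecided.

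**Figure D2:**
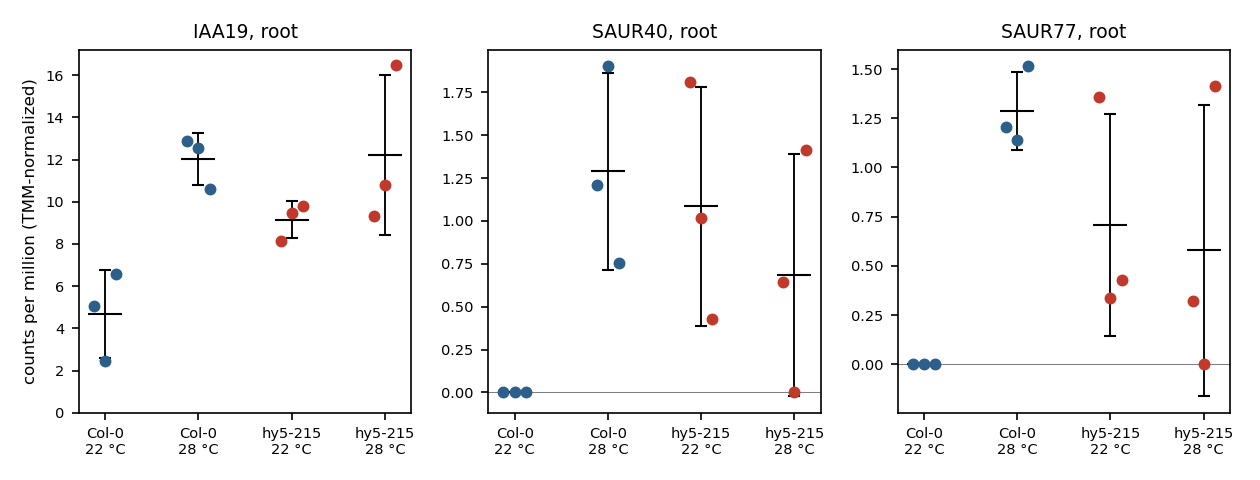
Levels of *IAA19*, *SAUR40* and *SAUR77* in the root, in CPM (vertical axis), at 22 °C and 28 °C in Col-0 (blue) and *hy5-215* (red). Points are the 3 libraries of each group and bars with whiskers show their mean ± SD. The Col-0 and *hy5-215* libraries overlap at 28 °C in *IAA19*.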

Strikingly, *SAUR40* was highly expressed only in the WT root sample, indicating a root-specific HY5 regulation of *SAUR40* at high ambient temperature (Fig. 3d, middle). These data are consistent with the previous report showing the SAUR40-EYFP expression in the root tip^38^. Since the auxin signaling genes (*IAA19*, *SAUR40, SAUR77*, and *PILS6*) are potentially direct targets of HY5 as the ChIPseq assays showed an enrichment of HY5 binding to the promoter regions of these genes (Supplementary Fig. 7c)^37^, we performed Chromatin Immunoprecipitation (ChIP) assays using 35S:HY5-GFP/*hy5-215* whole seedlings (Supplementary Fig. 7d). The result shows that the HY5 binding to these promoters was enriched at high ambient temperature, indicating that HY5 directly binds to the promoter regions of *IAA19*, *SAUR40*, and *SAUR77*. Taken together, these data suggest that HY5 promotes root thermomorphogenesis by regulating gene expression globally in root tissue.

### HY5 promotes BR-mediated root elongation at high temperature

A recent study showed that the primary root elongation at high ambient temperature is also mediated by the brassinosteroid (BR) signaling pathway^30^. Therefore, we examined whether the thermo-insensitive primary root phenotype of *hy5-215* mutant is caused in part by an alteration in the expression of BR metabolic genes. Although these genes were not identified in our RNAseq analyses, qRT-PCR assays show that the transcript level of the BR biosynthetic gene *CPD* was upregulated, while that of BR catabolic genes *BAS1* and *SOB7* was downregulated in the WT root tissue at high ambient temperature as previously reported^30^. However, the transcript level of these genes did not alter in the *hy5-215* mutant in response to high ambient temperature (Supplementary Fig. 8a). In contrast, the expression of these genes was restored in the 35S:HY5-GFP/*hy5-215* complemented line, supporting that HY5 is essential for triggering thermo-induced regulation of the BR metabolic pathway (Supplementary Fig. 8a). Furthermore, because HY5 is a bZIP protein transcription factor that binds to several DNA motifs such as G-box (CACGTG), CG hybrid (GACGTG), CA hybrid (GACGTA) or ACGTG motifs^37,42,43^, we searched the shared sequence of these motifs (ACGT motif) within the *CPD*, *BAS1*, and *SOB7* promoter regions. 

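In the RNAseq counts of the root, *CPD*, *BAS1* and *SOB7* were tested in both genotypes, and none of the 3 genes was a DEG. *CPD* (AT5G05690) lies on chromosome 5 of TAIR10.1 from 1702640 to 1706948 and overlaps a gene on the opposite strand. Its level was 41.5 ± 7.50 CPM in the Col-0 root at 22 °C and 42.1 ± 3.88 CPM at 28 °C (SD, n = 3), a log2 fold change of 0.04 (SE 0.18, adjusted p = 0.941, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *hy5-215* root the change was -0.03 (SE 0.17, adjusted p = 0.950, edgeR). The sign of both changes depended on which library was left out. *BAS1* (AT2G26710) lies on chromosome 2 from 11380463 to 11383821, and its log2 fold change was 0.48 in the Col-0 root (SE 0.40, adjusted p = 0.562, edgeR) and 0.24 in *hy5-215* (SE 0.31, adjusted p = 0.742, edgeR). *SOB7* (AT1G17060), on chromosome 1 from 5832094 to 5835488, changed by -0.29 in the Col-0 root (SE 0.27, adjusted p = 0.622, edgeR) and by 0.21 in *hy5-215* (SE 0.20, adjusted p = 0.648, edgeR). It too overlaps a gene on the opposite strand. None of these changes with temperature passed the adjusted threshold. Between genotypes at 28 °C, *SOB7* was higher in the *hy5-215* root than in the Col-0 root (0.77, SE 0.23, adjusted p = 0.0268, edgeR), by less than the 2-fold cutoff. *CPD* (-0.12, SE 0.16) and *BAS1* (0.03, SE 0.27) did not differ detectably in that comparison. The genotype by temperature interaction in the root was -0.05 for *CPD*, -0.21 for *BAS1* and 0.51 for *SOB7*, with adjusted p of 0.977, 0.945 and 0.645 (edgeR).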

Among the three genes, the promoter regions of *BAS1* and *SOB7* contain multiple HY5-binding sites within the 2 kb promoter regions (3 in *BAS1* and 8 in *SOB7*) (Supplementary Fig. 8b). Therefore, we performed ChIP assays using *35S:HY5-GFP* overexpressed in the *hy5-215* mutant background to examine whether HY5 directly binds to the promotor region of these genes. As expected, an enrichment of the HY5 binding was observed in the promoter region containing the ACGT sites (P2 in *BAS1* and P3 in *SOB7*) in response to high ambient temperature compared to the control regions (P1 in *BAS1* and *ACT7*), indicating that HY5 directly binds to the BR metabolic genes (*BAS1* and *SOB7*) and controls their expression. Overall, these data suggest that HY5 might also regulate root thermomorphogenesis by controlling the BR signaling pathway.

### Phosphorylation of HY5 promotes root thermomorphogenesis

To examine whether HY5 protein level is regulated by high ambient temperature, we used the *HY5-GFP* overexpression line driven by the constitutive cauliflower mosaic virus (CaMV) 35S promoter in the *hy5-215* mutant background. While the *HY5-GFP* transcript level is not altered at high ambient temperature (Supplementary Fig. 9), immunoblot analysis showed that HY5-GFP accumulated at high ambient temperature in both shoot and root tissues of WT seedlings (Supplementary Fig. 10). These data suggest that the altered HY5 protein level might be due to post-translational regulation.

Recently, we have shown that SPA1 can directly phosphorylate HY5 at serine 36 residue and regulate its abundance and activity, consistent with the previous reports^44,45^. These reports showed that the unphosphorylated HY5 is more active but also more unstable, because it is a preferred substrate for COP1-mediated degradation. Since HY5 abundance is post-translationally regulated, we hypothesized that the phosphorylation of HY5 might regulate HY5 stability and activity. Therefore, we analyzed two additional forms of HY5 fused with GFP; phospho-null HY5-S36A, and phospho-mimic HY5-S36D overexpression lines driven by the CaMV35S promoter in the *hy5-215* mutant background^44^. Analyses of the root thermomorphogenesis phenotype showed that all three transgenic plants display similar primary root length at 22 °C. However, the phospho-null HY5-S36A form did not respond to high ambient temperature, whereas the phospho-mimic HY5-S36D form showed longer primary root length at high ambient temperature similar to the wild-type HY5 overexpression line (Fig. 4a–c). These data suggest that phosphorylation of HY5 is essential for root thermomorphogenesis. To check whether HY5 protein level is altered at high ambient temperature in a tissue-specific manner, western blot was performed (Supplementary Fig. 10). While three different HY5 forms show similar level at normal condition, WT HY5-GFP and HY5-S36D were more abundant, whereas HY5-S36A showed decreased level at high ambient temperature in both shoot and root tissues. These data show that phosphorylation of HY5 is essential for thermo-induced stabilization. To further analyze whether HY5 protein level is regulated in a tissue-specific manner, fluorescent microscopy was used to detect GFP signal in the root tissues (Fig. 4d, e). Similar to the immunoblot (Supplementary Fig. 10), wild-type HY5-GFP signal was accumulated in the entire root tissue at high ambient temperature (Fig. 4d, e). However, HY5-S36A showed reduced GFP signal, while HY5-S36D showed accumulated GFP signal similar to the wild-type HY5-GFP at high ambient temperature (Fig. 4d, e). Although GFP fusion may affect the expression and stability of a fusion protein, overall these data suggest that the phosphorylation of HY5 is necessary to stabilize HY5 in the root to promote primary root elongation at high ambient temperature.

**Fig. 4:**
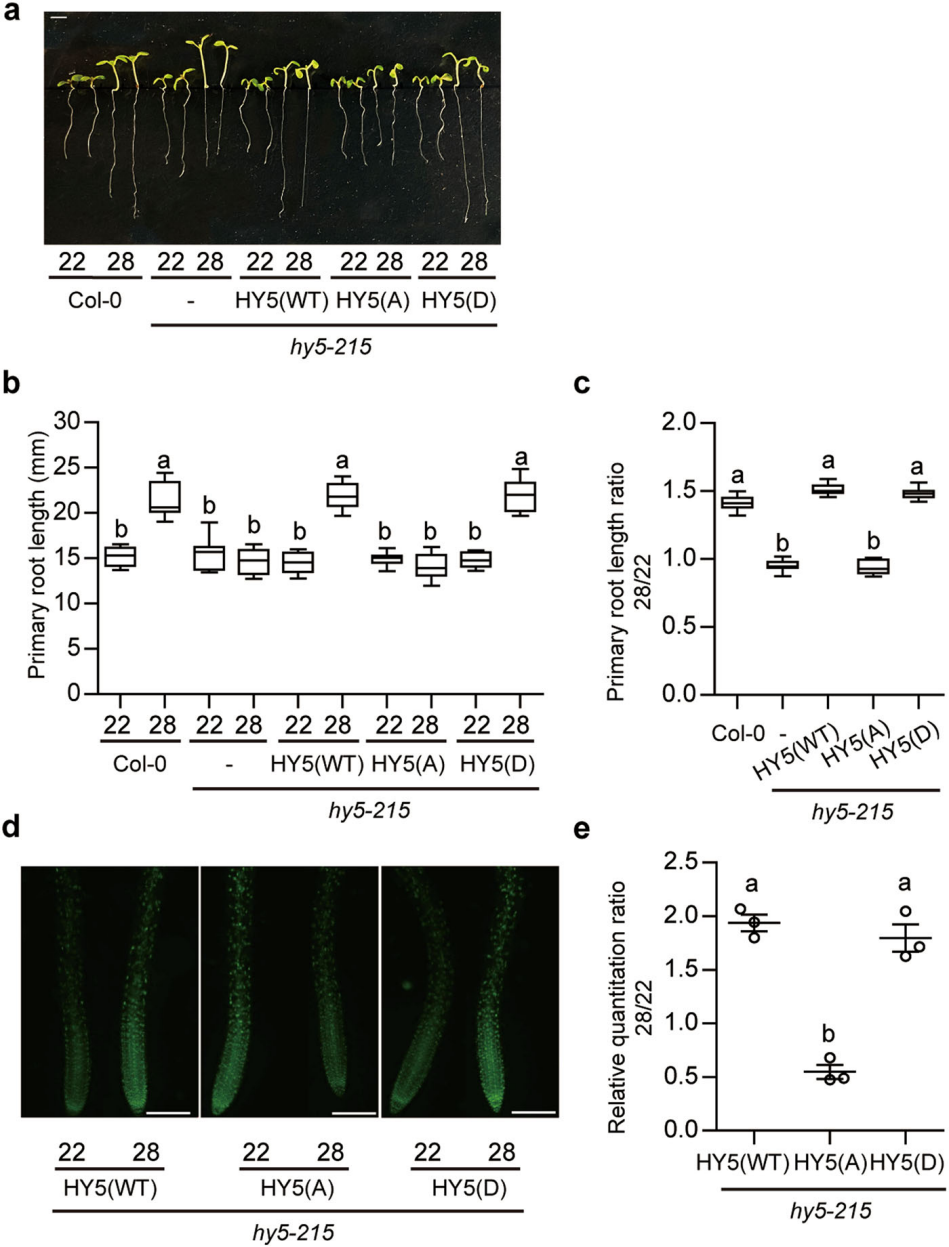
Phosphorylation of HY5 is necessary for stabilization and root thermomorphogenesis. **a** Photograph showing seedling phenotypes of three different types of HY5 overexpression lines grown in 22 °C and 28 °C. Seedlings were grown for two days in continuous white light at 22 °C and then either kept at 22 °C or transferred to 28 °C for additional 4 days before being photographed. The scale bar represents 2 mm. **b**, **c** Bar graphs show the primary root lengths (**b**) or the root length ratio (**c**) for the seedlings grown under conditions described in (**c**). For the length ratio 28/22, the primary root length at 28 °C is divided by that at 22 °C. The letters a–c indicate statistically significant differences between means of primary root lengths (*n* = 12, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test. For the box and whisker plots in **b**, **c**, the boxes represent from the 25th to the 75th percentile and the bars equal the median values. The source data underlying the root measurements (**b**, **c**) are provided in the Source data file. **d** Fluorescence images of roots using three types of HY5-GFP overexpression lines with the same exposure time (*t* = 300 ms). The scale bar represents 200 μm. **e** Bar graph shows the relative amount of HY5-GFP signal at 28 °C divided by that at 22 °C with three repeats. Error bars indicate SD (*n* = 3). The letters a, b indicate statistically significant differences between means of primary root lengths (*n* = 3, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test.

### SPAs are necessary for root thermomorphogenesis

Recently, we showed that SPA proteins are necessary for the thermomorphogenesis phenotype of the shoot^24^. To examine whether the SPAs are also involved in regulating root thermomorphogenesis, we tested high ambient temperature-mediated root elongation phenotype using *spa* higher order mutants (*spa123* and *spa1234*, *spaQ*) (Fig. 5a, b). Results show that the thermo-induced root elongation was attenuated in the *spa123* and absent in *spaQ* mutant compared to WT. The primary root length was even shorter for *spaQ* at 28 °C vs 22 °C, suggesting that all four *SPA* genes are necessary for root elongation.

**Fig. 5:**
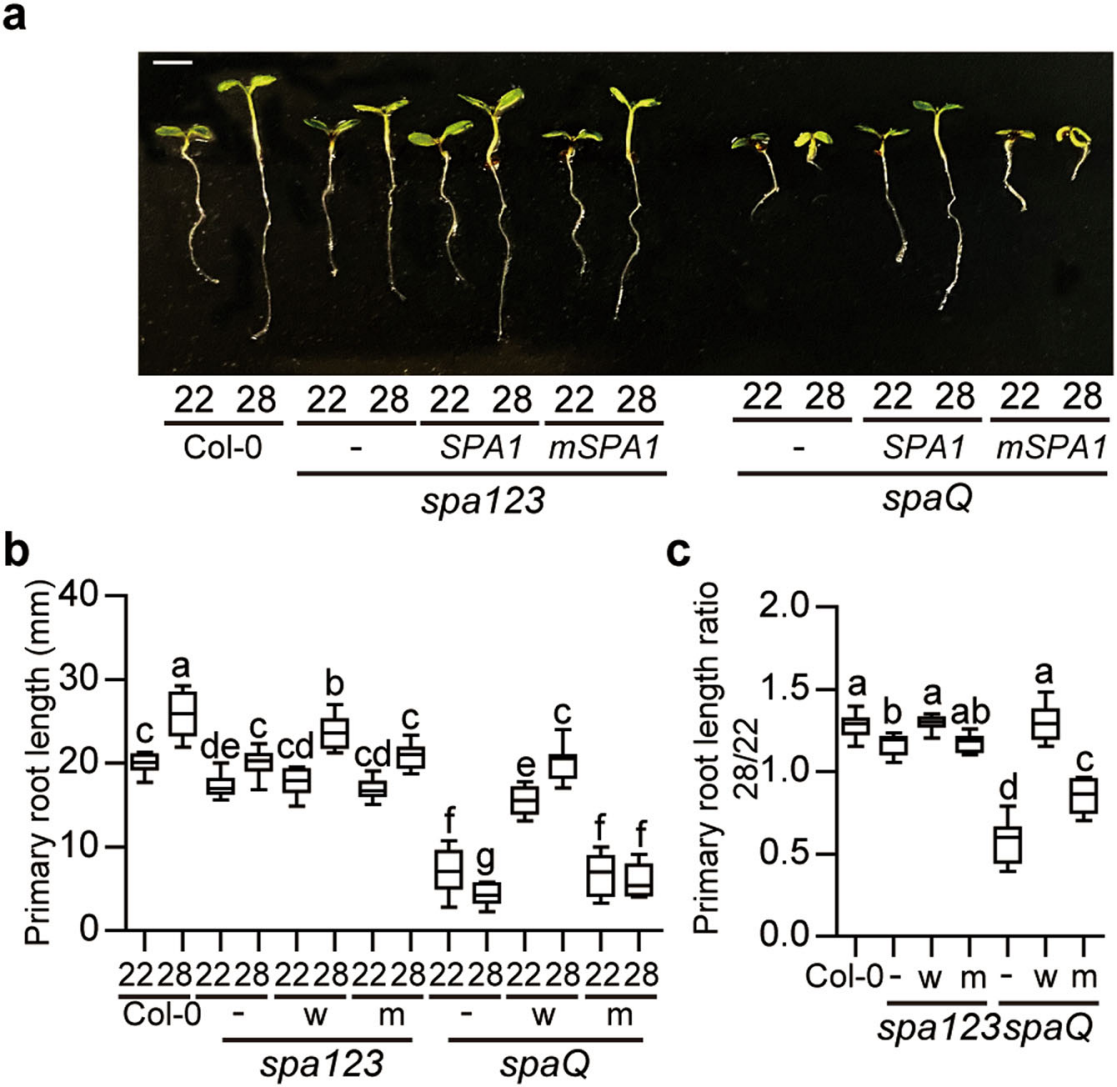
SPAs are necessary for root thermomorphogenesis. **a** Photograph shows the seedling phenotypes of Col-0, *spa123*, *35S:LUC-SPA1*/*spa123*, and *35S:LUC-mSPA1*/*spa123, spaQ*, *35S:LUC-SPA1*/*spaQ*, and *35S: LUC-mSPA1*/*spaQ* at 22 °C and 28 °C. Three *spa* background plants are indicated with—for *spa123* or *spaQ*, *SPA1* for *35S:LUC-SPA1* overexpression line, and *mSPA1* for *35S:LUC-mSPA1* overexpression line, respectively. Seedlings were grown for two days in continuous white light at 22 °C and then either kept at 22 °C or transferred to 28 °C for additional 5 days before being photographed. The scale bar represents 2 mm. **b**, **c** Bar graph shows the primary root lengths (**b**) and the root length ratio (**c**) for seedlings grown under conditions described in (**a**). w, wild-type SPA1 and m, mSPA1, respectively. For the length ratio 28/22, the primary root length at 28 °C was divided by that at 22 °C. The letters a–f indicate statistically significant differences between means of primary root lengths (*n* = 15, *P* < 0.05) based on one-way ANOVA analyses with Tukey’s HSD test. For the box and whisker plots in **b**, **c**, the boxes represent from the 25th to the 75th percentile and the bars equal the median values. The source data underlying the root measurements (**b**, **c**) are provided in the Source data file.

Lee et al. also showed that SPA1 directly phosphorylates and stabilizes PIF4 to promote hypocotyl and petiole elongation^24^. To test whether the kinase activity of SPA1 is necessary for root thermomorphogenesis, we grew previously described transgenic plants expressing the WT SPA1 (*35S:LUC-SPA1*/*spaQ*) or mutant SPA1 (*35S:LUC-mSPA1*/*spaQ*) affecting its kinase activity in the *spaQ* background^46^. Examination of the primary root length phenotype showed that the WT SPA1 can largely rescue the root elongation phenotype of *spaQ*. However, the mutant SPA1 affecting its kinase activity failed to rescue the root elongation phenotype of *spaQ* at high ambient temperature (Fig. 5a–c), suggesting that the kinase activity of SPA1 is necessary for root thermomorphogenesis.

To test more directly whether the kinase activity of SPA1 is regulated by temperature, we performed in vitro kinase assays using WT HY5 as a substrate at normal (22 °C) and high ambient temperature (28 °C). Strikingly, the results show that the kinase activity of SPA1 is stimulated >2-fold at 28 °C (Supplementary Fig. 11). Given that HY5 is stabilized by SPA1-mediated phosphorylation of serine 36 of HY5 (Fig. 4d, e; Supplementary Fig. 10)^44^, these data suggest that SPA1 might phosphorylate HY5 more at high ambient temperature to stabilize it. This is also consistent with the SPA1-mediated phosphorylation and stabilization of PIF4^24^.

We also examined the hypocotyl thickness phenotypes of the above lines in response to high ambient temperature (Supplementary Fig. 12). Results show that the thickness of *spaQ* hypocotyl at 22 °C was higher than that of WT at 28 °C. Moreover, *spaQ* hypocotyl became much thicker at 28 °C compared to 22 °C possibly due to reduced elongation. To test whether the kinase activity is necessary for the hypocotyl thickness phenotype, we also analyzed the transgenic plants expressing the WT SPA1 (*35S:LUC-SPA1*/*spaQ*) or mutant SPA1 (*35S:LUC-mSPA1*/*spaQ*) affecting its kinase activity in the *spaQ* background as described above. The data show that the WT SPA1 largely rescued the hypocotyl thickness phenotype of the *spaQ*. By contrast, the mutant SPA1 slightly reduced the hypocotyl thickness of the *spaQ* mutant in response to high ambient temperature. These data suggest that the kinase activity of SPA1 is also necessary for regulating the hypocotyl thickness in response to high ambient temperature.

### PIF4 and HY5 are spatially regulated

Because PIF4 and HY5 appear to regulate thermomorphogenesis largely in a tissue-specific manner, we tested the expression of these genes using whole seedlings, shoot and root tissues grown at 22 °C and then transferred to 28 °C for 4 h. qPCR analyses showed that the expression of *PIF4* is upregulated only in the shoot tissues with similar level in the root (Fig. 6a). Strikingly, the expression of *HY5* showed specific upregulation only in the root tissue (Fig. 6b), with similar expression in the shoot and total seedlings in response to high ambient temperature. Although the growth conditions are slightly different, these expression data are largely consistent with the expression of *PIF4* and *HY5* in publicly available datasets (Supplementary Fig. 13).

**Fig. 6:**
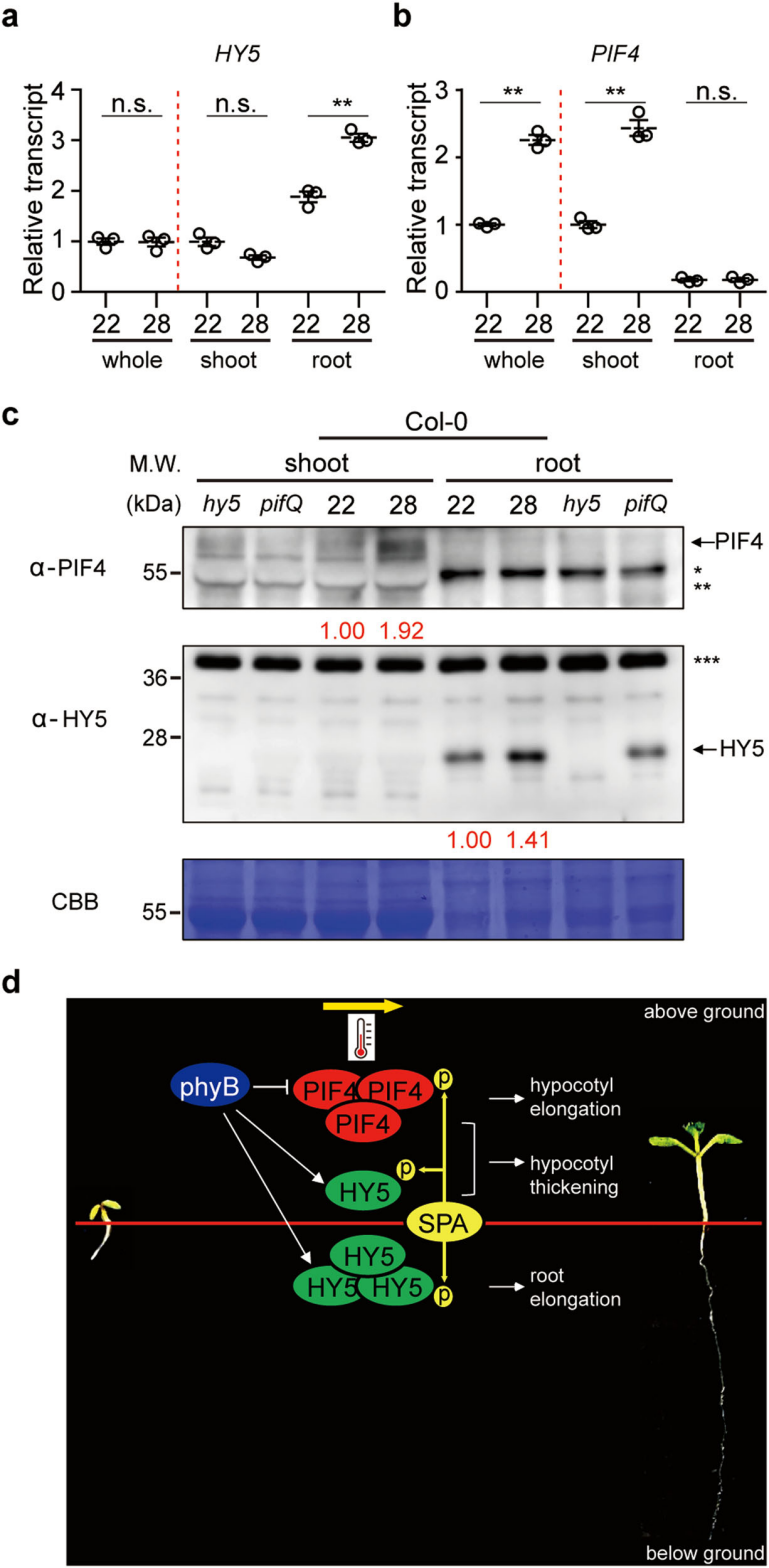
The expression and stability of PIF4 and HY5 are spatially regulated. **a**, **b** RT-qPCR analysis of *HY5* and *PIF4*. RT-qPCR samples were from Col-0 whole seedlings, shoot or root grown for 5 days at 22 °C and then either kept at 22 °C or transferred to 28 °C for 4 h. Three biological repeats were performed. Relative gene expression levels were normalized using the expression levels of ACT7 as well as the expression levels of shoot. Asterisks indicate statistically significant difference using two-sided Student’s *t*-test; **p < 0.01. *P* values for *HY5* root 22 vs 28: 0.0009, *PIF4* whole seedlings: 0.0005, *PIF4* shoot: 0.0004, respectively. Error bars indicate SD (*n* = 3). **c** Western blots show the level of native PIF4 and HY5 in the shoot and root samples separated from whole seedlings grown for 5 days at 22 °C and then either kept at 22 °C or transferred to 28 °C for 4 h. *hy5-215* and *pifQ* were used as negative controls. * and ** indicate root and shoot specific cross-reacting bands. *** indicate cross-reacting band in HY5 blot. Red numbers indicate the relative values for PIF4 or HY5 band divided by the cross-reacting band. Two independent experiments were repeated with similar results. **d** Simplified scheme showing spatial regulation of thermomorphogenesis by distinct transcription factor-kinase module. PIF4 and HY5 are main hub transcription factors in the shoot and root thermomorphogenesis, respectively, while PIF4 and HY5 both contribute to hypocotyl thickness. The abundance and/or activity of PIF4 and HY5 are regulated by SPA-mediated phosphorylation. As a thermosensor, phyB directly inhibits PIF4 and indirectly stabilizes HY5 to coordinately regulate shoot and root thermomorphogenesis.

To test whether the expression pattern of these genes reflects the protein level in these tissues, we also performed immunoblot analyses of PIF4 and HY5 using shoot and root tissue samples grown under the same conditions. Results show that PIF4 is more abundant in the shoot, while the HY5 level is upregulated specifically in the root in response to high ambient temperature (Fig. 6c). In fact, HY5 level is slightly reduced in the shoot tissue in response to high ambient temperature (Supplementary Fig. 14), while PIF4 remains unchanged in the root tissue. To examine whether the phenotypic difference of root thermomorphogenesis under LD and SD reflects the protein levels, immunoblot of HY5 was performed using samples grown under LD and SD conditions (Supplementary Fig. 15). The results show that while the basal level of HY5 in the root was higher under LD compared to SD conditions, HY5 was more stabilized by high ambient temperature under LD compared to SD conditions. While the lack of stabilization of HY5 at 28 °C compared to 22 °C under SD vs LD may not solely explain the differences in root thermomorphogenesis phenotype under these conditions, these data suggest that proper level of HY5 in the root might be essential for triggering root thermomorphogenesis. Overall, these tissue-specific gene expression and protein abundance of PIF4 and HY5 might explain why plants employ these two transcription factors to regulate thermomorphogenesis in a tissue-specific manner.

## Discussion

Global warming caused by climate change has a profound impact on crop productivity^1,47^. However, our understanding of the impact of high ambient temperature is mostly based on the above ground tissue responses^2,3^. Our comprehensive phenotypic, genetic, biochemical and genomic analyses show that plants respond to high ambient temperature in a tissue-specific manner and employ distinct transcription factors to regulate spatial thermomorphogenesis.

Root system architecture plays a crucial role in crop productivity^28,29,48^ and high ambient temperature affects both primary and lateral root growth^26,27,30^. The phenotypic analyses show that seedlings display a general growth promotion including elongation of hypocotyls, petioles and roots, and thickening of hypocotyls in response to high ambient temperature. Moreover, day-length profoundly affects growth responses with stronger impact on root elongation under SD conditions. This is in sharp contrast where hypocotyl elongates more under SD compared to LD or constant light conditions. In addition, global gene expression analyses show that root and shoot respond to high ambient temperature largely differently with a small set of overlapping genes. These data are consistent with the previous reports that plants respond to high ambient temperature in a tissue-specific manner^30,34^.

Previously, it was shown that PIF4 acts as a main hub transcription factor regulating plant responses to high ambient temperature^9^. PIF4 plays a minor, if any role, in root responses to high ambient temperature^30^. Our genetic analyses suggest that while PIF4 acts a hub transcription factor regulating the above ground tissue-responses to high ambient temperature, HY5 acts as a key transcription factor regulating root responses to high ambient temperature. A recent report concluded that PIF4 is involved in root thermomorphogenesis based on *PIF4* overexpression line^34^. However, our genetic analyses data using *pif4-2* and *pifQ* mutants are consistent with a previous conclusion that PIF4 does not play a role in root thermomorphogenesis^30^. These data are also consistent with the tissue-specific expression and protein abundance of PIF4 and HY5 in shoot and root, respectively.

The genomic analyses suggest that HY5 directly/indirectly regulates a large number of genes in both shoot and root tissues consistent with its role as previously shown^37,42,43,49^. However, the shoot and root-specific transcriptomic changes are largely distinct with a small overlapping set, highlighting a distinct role of HY5 in regulating the above and below-ground tissue responses to high ambient temperature. A more in-depth gene expressing analyses using both RNAseq and qRT-PCR showed that HY5 directly regulated the expression of both auxin and BR pathway genes to regulate root thermomorphogenesis consistent with the previous reports^30,34^. HY5 protein has been shown to transport from shoot to root^50^. Using shoot-specific expression of HY5 (*pCAB3:DOF-HY5)*, Gaillochet et al. also showed that the shoot derived HY5 partially rescues the root thermomorphogenesis phenotype of *hy5*^34^. However, our data show that HY5 gene expression and protein stability are both stimulated by high ambient temperature in a root-specific manner, suggesting that the root-derived HY5 might play a large role in regulating root thermomorphogenesis.

Recently, we have shown that SPAs play a crucial role in regulating thermomorphogenesis by controlling the phyB-PIF4 module^24^. Moreover, SPA1 directly phosphorylates and stabilizes PIF4 to regulate thermomorphogenesis. In addition, SPAs directly phosphorylate and stabilize HY5^44^. Unphosphorylated HY5 is more active, but a preferred substrate for COP1-mediated degradation as previously shown^44,51^. The phenotypic data show that SPAs regulate both shoot and root thermomorphogenesis, and the kinase activity of SPA1 is not only necessary for the biological function of SPA1, but also stimulated by high ambient temperature. Thus, SPAs might directly phosphorylate both PIF4 and HY5 to regulate the above- and below-ground tissue responses to high ambient temperature (Fig. 6d).

While HY5 regulates root thermomorphogenesis, our data show that its role is not only restricted to the root tissue. In fact, both HY5 and PIFs are involved in regulating hypocotyl thickness in response to high ambient temperature in an interdependent manner. Moreover, SPA kinase activity is also involved in regulating hypocotyl thickness. While PIFs and HY5 have been shown to regulate light and temperature responses in an antagonistic manner^36^, PIF1/PIF3 and HY5/HYH have been shown to interact with each other and coordinately regulate reactive oxygen species signaling in Arabidopsis^52^. Thus, PIFs-HY5-SPA module might regulate hypocotyl thickness in the above ground tissue. Further studies are necessary to understand how this regulatory module controls hypocotyl thickness in response to high ambient temperature.

In summary, the data presented here suggest that plants employ distinct transcription factors for regulating thermomorphogenesis in a tissue-specific manner. While PIF4-SPA module plays a pivotal role in hypocotyl elongation^24^, HY5-SPA module plays a crucial role in regulating root thermomorphogenesis (Fig. 6d). In addition, PIFs-HY5-SPA module regulates hypocotyl thickness in response to high ambient temperature. Moreover, a number of factors including, Cryptochrome 1 (Cry1), ELF3, TOC1, HMR, BBX18/23, TCP, FCA, COP1-DET1-HY5 module, and GI-RGA-PIF4 module converges on PIF4 to control its expression and/or abundance to regulate shoot thermomorphogenesis^13–24^. Further studies are necessary to understand if any of these factors or others also regulate root thermomorphogenesis in concert with HY5.

## Methods

### Plant materials, growth conditions, and phenotypic analyses

All the seeds used in this study are from Col-0 ecotype of *Arabidopsis thaliana*. Seeds were surface-sterilized and plated on Murashige and Skoog (MS) media without any sucrose. Seeds were stratified for 3 days at 4 °C, and then were placed in 22 °C for 2 days and transferred to 22 °C or 28 °C for additional 4 days or as indicated in figure legends. For soil-grown root elongation experiments, seeds were germinated on MS plates for 3 days and then the seedlings were transferred to soil and grown for additional 5 days at either 22 °C or 28 °C under LD conditions. White light intensity was 30 μmol m^−2^ s^−1^. Hypocotyl length, hypocotyl thickness, and primary root length with 10–15 seedlings were measured using ImageJ software and analyzed using one-way ANOVA with Tukey’s HSD test.

### Protein extraction and western blot analyses

Total protein extracts were made from 50 seedlings for each shoot or root sample using 50 μL urea extraction buffer, consisting of 8 M urea, 0.35 M Tris-Cl pH 7.5, and 1× protease inhibitor cocktail. After boiling with 6× SDS sample buffer, samples were centrifuged at 20,200 × *g* for 15 min and loaded into SDS-PAGE gels. Separated proteins were transferred onto PVDF membrane (Millipore) and then immunoblotted using anti-GFP (Abcam, ab290, dilution 1:5000), anti-PIF4 (Agrisera, AS16 3955, dilution 1:2000), or anti-HY5 (Abiocode, R1245-2, dilution 1:3000) antibodies. For the secondary antibodies, anti-mouse (Abcam, ab131368, dilution 1:5000), anti-rabbit (KPL, 95059-086, dilution 1:50,000), or anti-goat (Agrisera, AS09 605, dilution 1:5000) were used. Coomassie blue staining (CBB), anti-Tubulin (Sigma-Aldrich, T5168, dilution 1:5000), or anti-RPT5 (Enzo Life Sciences, BML-PW8770-0025 dilution 1:5000), was used for loading control. SuperSignal West Atto Chemiluminescent substrate (ThermoFisher Scientific, A38556) was used for visualizing secondary HRP bound antibodies.

### RNA extraction, cDNA synthesis, and qRT-PCR

Whole seedlings, shoot and root tissues from 6-day-old white light-grown seedlings were used with three independent biological replicates (*n* = 3) for RNA extraction. Seedlings were grown at 22 °C under continuous white light for 6 days and then were either kept at 22 °C or transferred to 28 °C for additional 4 h under continuous white light before samples were harvested. Plant RNA purification kit from Sigma-Aldrich were used for total RNA extraction following the manufacturer’s protocols. For cDNA synthesis, 1 μg of total RNA was used for reverse transcription with M-MLV Reverse Transcriptase (Thermo Fisher Scientific). SYBR Green PCR master mix (Thermo Fisher Scientific) and gene-specific oligonucleotides were used to conduct qPCR analyses. Finally, relative transcription level was calculated using 2^ΔCt^ with *ACT7* as a control.

### RNA-seq analyses

3′Tag-Seq method was used in this study for RNA-seq analysis^53^. FastQC was used to access raw read quality (www.bioinformatics.babraham.ac.uk/projects/fastqc/). The raw reads were aligned to the Arabidopsis genome using HISAT2^54^. Data from TAIR10 (www.arabidopsis.org/) was used as the annotation of the Arabidopsis genome. HTseq module was used for counting reads^55^ (htseq.readthedocs.io/en/ master/). Differentially expressed genes in WT and *hy5* were identified using the EdgeR^56^. Cutoff and adjusted *P* value (FDR) for the differential gene expression were setup with ≥2-fold and ≤0.05, respectively. 

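Among the libraries of the 4 comparisons of 28 °C with 22 °C, an adjusted p of at most 0.05 without a fold cutoff gave 2644 genes in the *hy5-215* shoot, 996 in the Col-0 root and 995 in the *hy5-215* root (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the fold cutoff kept and the p-value left unadjusted, the same fits gave 864 genes in the Col-0 shoot, 610 in the *hy5-215* shoot, 635 in the Col-0 root and 436 in the *hy5-215* root. An unadjusted p of at most 0.05 alone was reached by 5585 genes in the Col-0 shoot and 3143 in the Col-0 root.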

Venn diagrams were generated using the website (http://bioinformatics.psb.ugent.be/webtools/Venn/). Heatmap was generated using Morpheus (https://software.broadinstitute.org/morpheus/). For the heatmap, hierarchical clustering was used with one minus cosine similarity metric combined with average linkage method. Also, GO enrichment analyses were performed using GENE ONTOLOGY (http://geneontology.org/). GO bar graphs were generated based on the result of the significantly enriched terms with the lowest *P* value and FDR (≤ 0.05) in GO terms. Raw data and processed data for RNA-Seq in Col-0 and *hy5-215* can be accessed from the Gene Expression Omnibus database under accession number GSE158939.

### Chromatin immunoprecipitation (ChIP) assays

Chromatin Immunoprecipitation (ChIP) assays were conducted as described previously^24,46^. For ChIP assay samples, 6-day-old seedlings of 35S:HY5-GFP in *hy5-215* background were transferred to 22 °C or 28 °C for 24 h under continuous white light and then harvested. In brief, samples were crosslinked using 1% formaldehyde under vacuum for 15 min and then 2 M glycine was added for additional 5 min for quenching. Samples were washed with distilled water for five times and ground with mortar and pestle using liquid nitrogen. Ground samples were placed into 1.5 mL microtube with nuclei isolation buffer (0.25 M sucrose, 15 mM PIPES, 5 mM MgCl_2_, 60 mM KCl, 15 mM NaCl, 1% Triton X-100, 2 mM PMSF, 1× protease inhibitor cocktail) for 15 min and then centrifuged at 20,200 × *g* for 10 min at 4 °C. Pellets were resuspended with 1 mL lysis buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, 2 mM PMSF, 1× protease inhibitor cocktail). Then, sonication of chromatin pellet was performed using digital sonifier (Branson, Model# PC BD 400 W 20 kHz). ChIP grade anti-GFP (Abcam, ab6556) coupled to dynabeads were used for immunoprecipitation. After washing steps including low salt wash buffer, high salt wash buffer, LiCl wash buffer, and TE buffer, samples were eluted with elution buffer. By adding NaCl with final 0.2 M, samples were incubated overnight at 65 °C for reverse crosslinking. Finally, PCR purification kit (QIAGEN) was used for DNA purification after proteinase K treatment for an hour. Samples without IP were used as input DNA. Enrichment (% of input) was calculated from each sample relative to their corresponding input.

### Microscopy

For light microscopy, seedlings were placed in 22 °C for 2 days and transferred to 22 °C or 28 °C for additional 4 days. Samples were inoculated in 100% EtOH overnight and light microscopy was conducted. For fluorescence image, seedlings were placed in 22 °C for 5 days and transferred to 22 °C or 28 °C for additional 4 h in white light condition. Root images of transgenic seedlings were obtained using Olympus BX53 with 300 ms exposure time.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Descriptions of Additional Supplementary Files

Peer Review File

Supplementary data 1

reporting summary

## Data Availability

RNA sequencing data were deposited into the Gene Expression Omnibus database (accession number GSE158939). Arabidopsis mutants and transgenic lines, as well as plasmids and antibodies generated during the current study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Spatial regulation of thermomorphogenesis by HY5 and PIF4 in Arabidopsis
**Source:** Nat Commun. 2021 Jun 16;12:3656. doi: 10.1038/s41467-021-24018-7
**Supplement:** Supplementary file 1 — Supplementary information

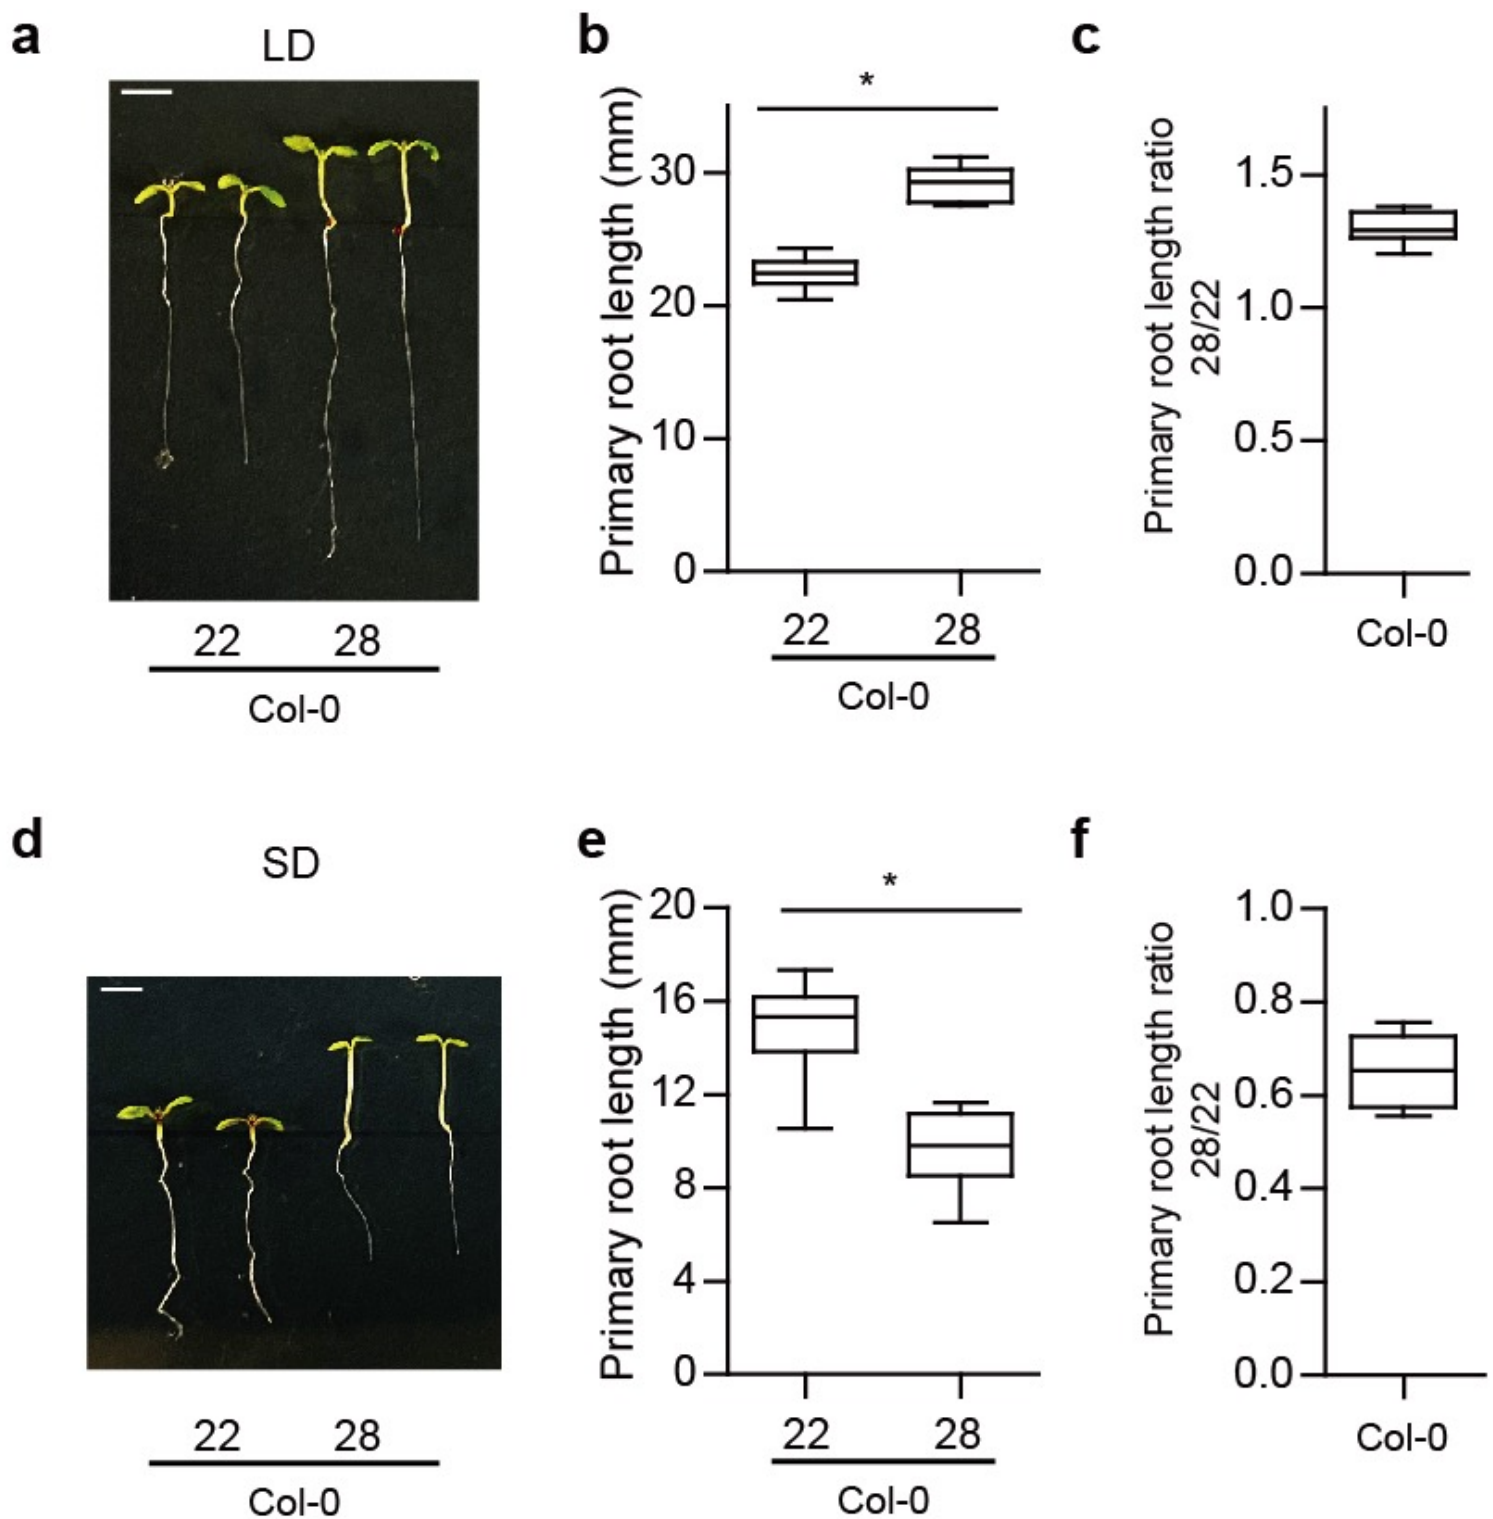

**Supplementary Figure 1: Primary root phenotype in long-day (LD) and short-day (SD) at high ambient temperature.**

(a, d) Photograph showing seedling phenotypes of Columbia-0 in LD and SD with 22°C and 28°C. Seedlings were grown for two days in continuous white light at 22°C and then transferred to each condition for additional 4 days before being photographed. The scale bar represents 2 mm. (b, c, e, f) Bar graph shows the primary root lengths for seedlings grown under conditions described in (a, d). (c, f) For the length ratio 28/22, hypocotyl length at 28°C is divided by that at 22°C. Asterisks indicate statistical difference using two-sided Student's t-test ( $n=10$ ,  $P<0.05$ ). P values for LD root 22-28:  $6.63\text{E-}10$ , SD root 22-28 :  $5.76\text{E-}6$ , respectively.

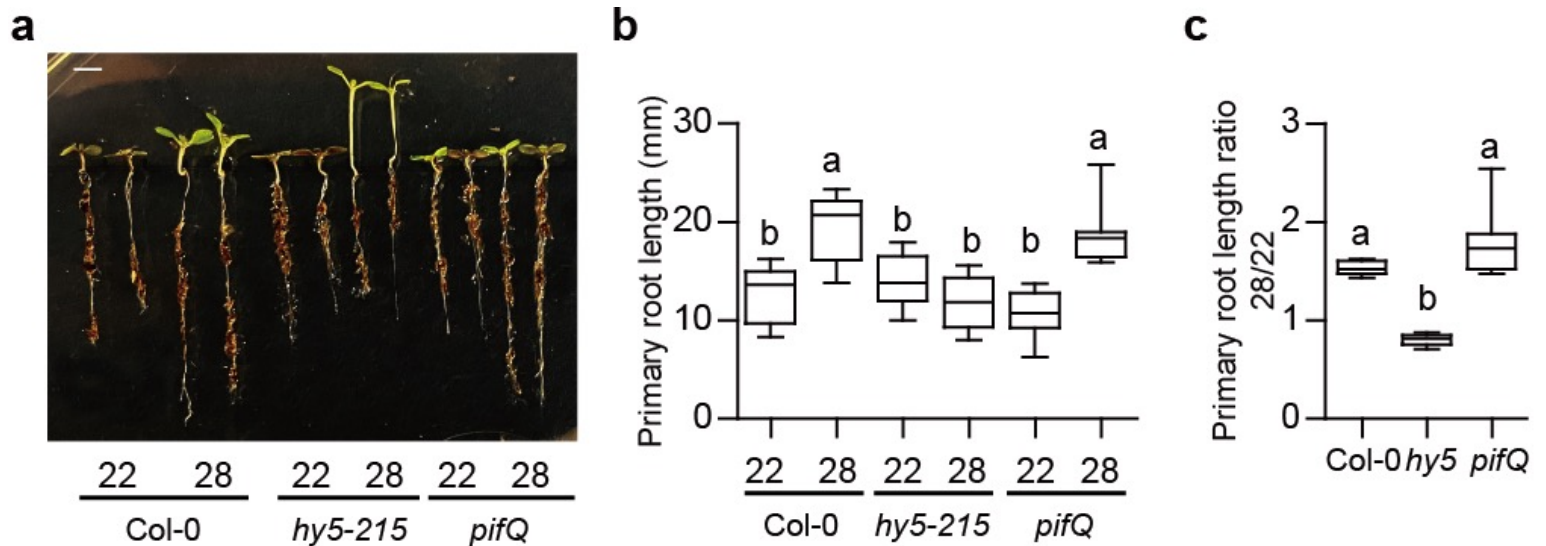

**Supplementary Figure 2: Primary root phenotype in the soil under long-day (LD) at high ambient temperature.**

(a) Photograph showing seedling phenotypes of Col-0, *hy5-215* and *pifQ* mutants in the soil under LD with 22°C and 28°C. Seedlings were grown for three days in continuous white light at 22°C and then transplanted to the soil at 22°C and 28°C with cover for one day. Additional four days were treated after removal of the cover before being photographed. The scale bar represents 2 mm. (b) Bar graph shows the primary root lengths for seedlings grown under conditions described in (a). (c) For the length ratio 28/22, hypocotyl length at 28°C is divided by that at 22°C. Asterisks indicate statistical difference using Student's t-test (n=10, P<0.05).

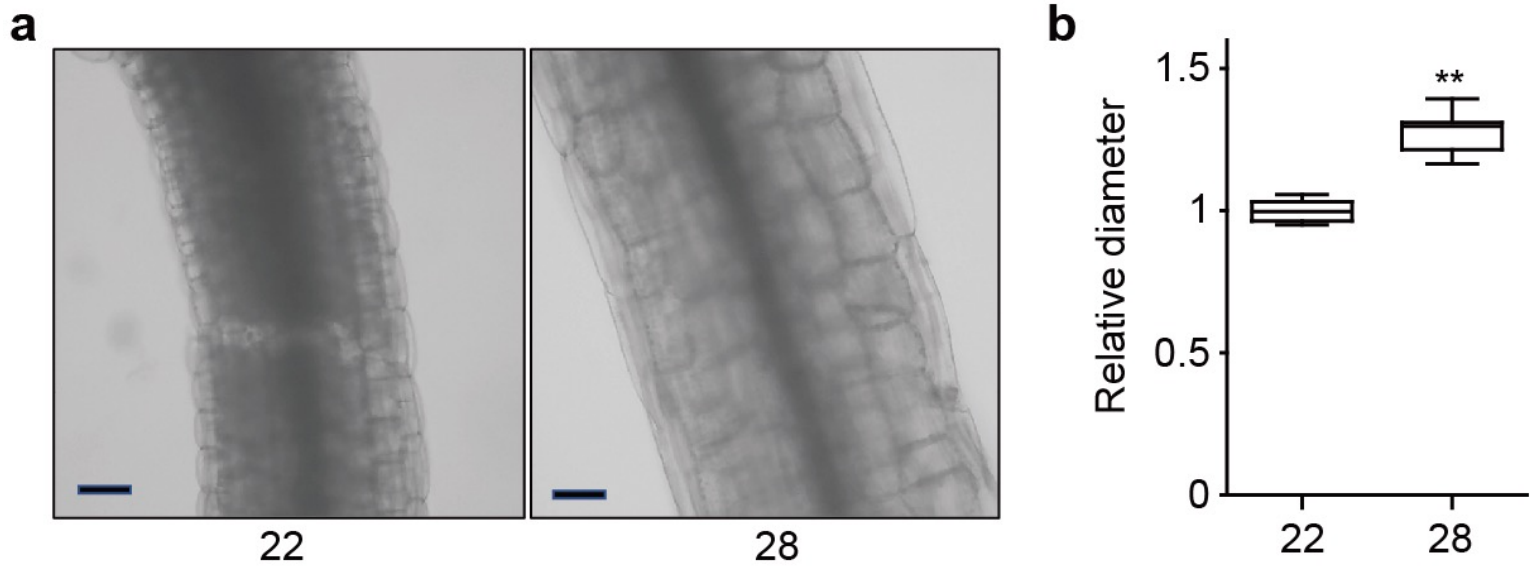

**Supplementary Figure 3: Hypocotyl thickness phenotype at high ambient temperature.**

(a) Image showing hypocotyl thickness phenotype of Columbia-0 in 22°C and 28°C. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 4 days before being imaged. The scale bar represents 200  $\mu\text{m}$ . (b) Bar graph shows the relative diameter, dividing hypocotyl diameter in 28°C to 22°C described in (a). Asterisks indicate statistical difference using two-sided Student's t-test ( $n=10$ ,  $P<0.01$ ). P value: 3.65E-8.

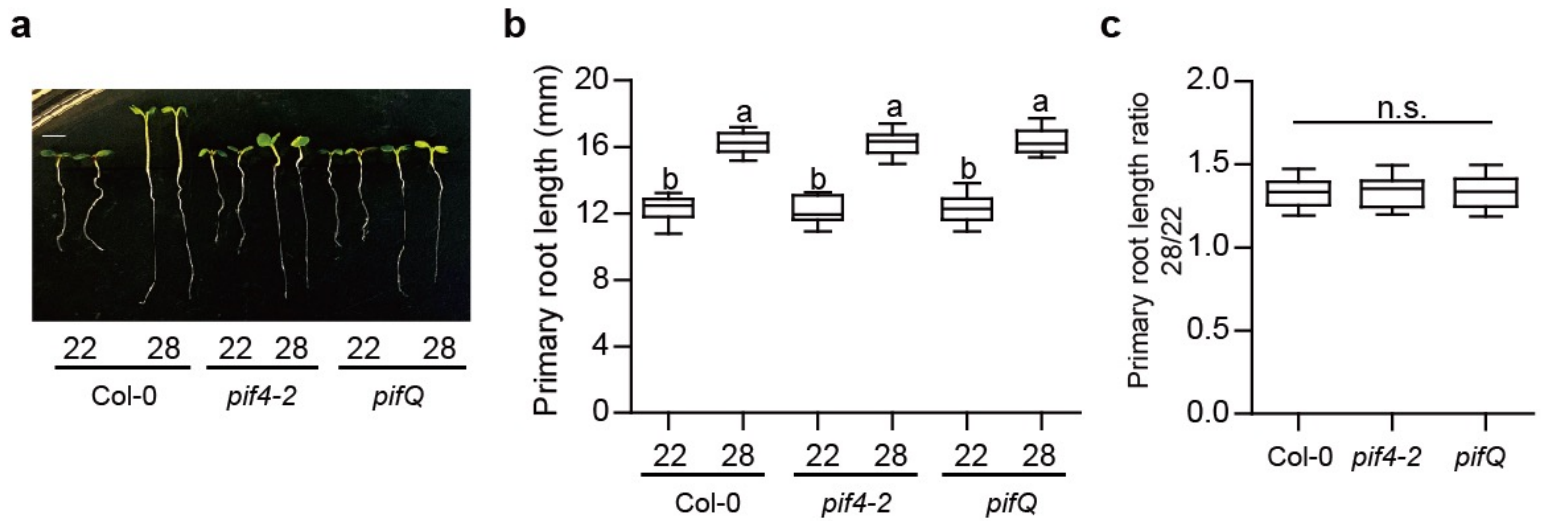

#### Supplementary Figure 4: PIFs are not involved in thermo-induced primary root elongation.

(a) Photograph showing seedling phenotypes of Columbia-0, *pif4-2* and *pifQ* in 22°C and 28°C. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 4 days before being photographed. The scale bar represents 5 mm. (b) Bar graph shows the primary root lengths for seedlings grown under conditions described in (c). The letters a-b indicate statistically significant differences between means of primary root length ( $P < 0.05$ ,  $n = 10$ ) based on one-way ANOVA analyses with Tukey's HSD test. (c) For the length ratio 28/22, hypocotyl length at 28°C is divided by that at 22°C. n.s. stands for not significant according to two-sided Student's t-test ( $P < 0.05$ ).

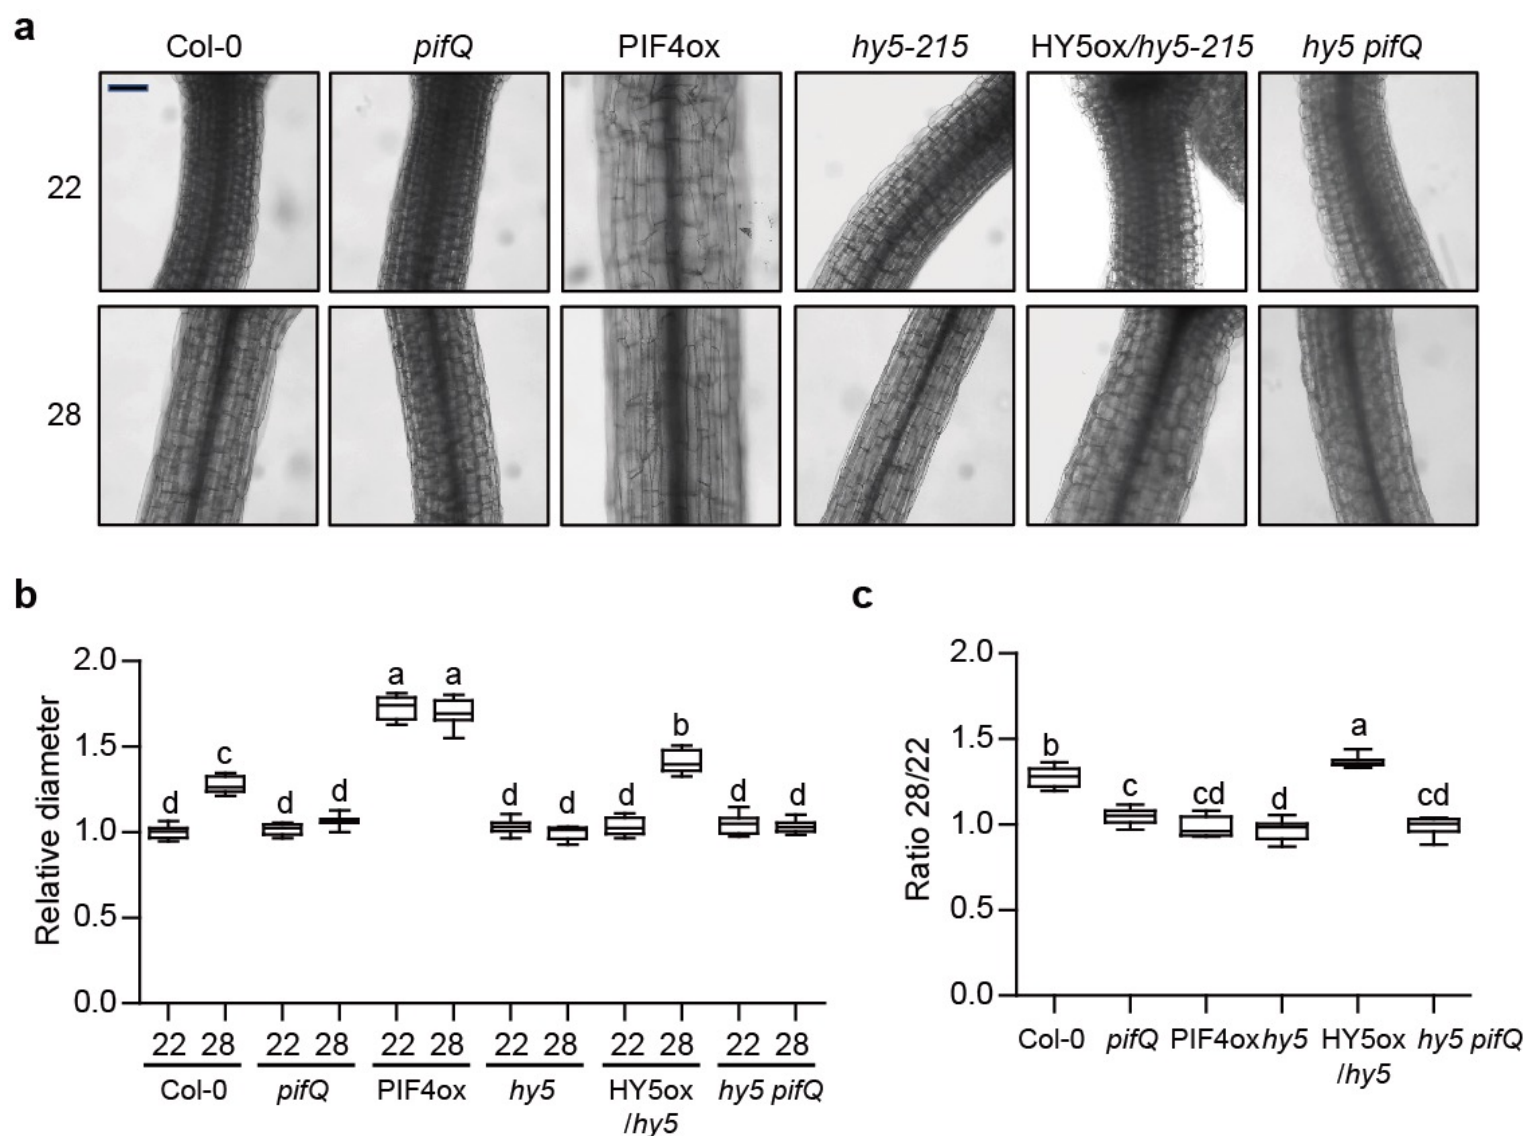

**Supplementary Figure 5: Both PIF4 and HY5 are involved in thermo-induced hypocotyl thickening.**

(a) Image showing hypocotyl thickness phenotype of Col-0, *pifQ*, 35S:PIF4-myc, *hy5-215*, 35S:HY5-GFP/*hy5-215* and *hy5 pifQ* in 22°C and 28°C. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 4 days before being imaged. The scale bar represents 200  $\mu$ m. (b) Bar graph shows the relative diameter, dividing hypocotyl diameter in 28°C to that of wild-type diameter in 22°C described in (a). The letters a-d indicate statistically significant differences between means of relative diameter ( $P < 0.05$ ,  $n = 10$ ) based on one-way ANOVA analyses with Tukey's HSD test. (c) For the ratio 28/22, relative diameter at 28°C is divided by that at 22°C. n.s. stands for not significant according to two-sided Student's t-test ( $P < 0.05$ ).

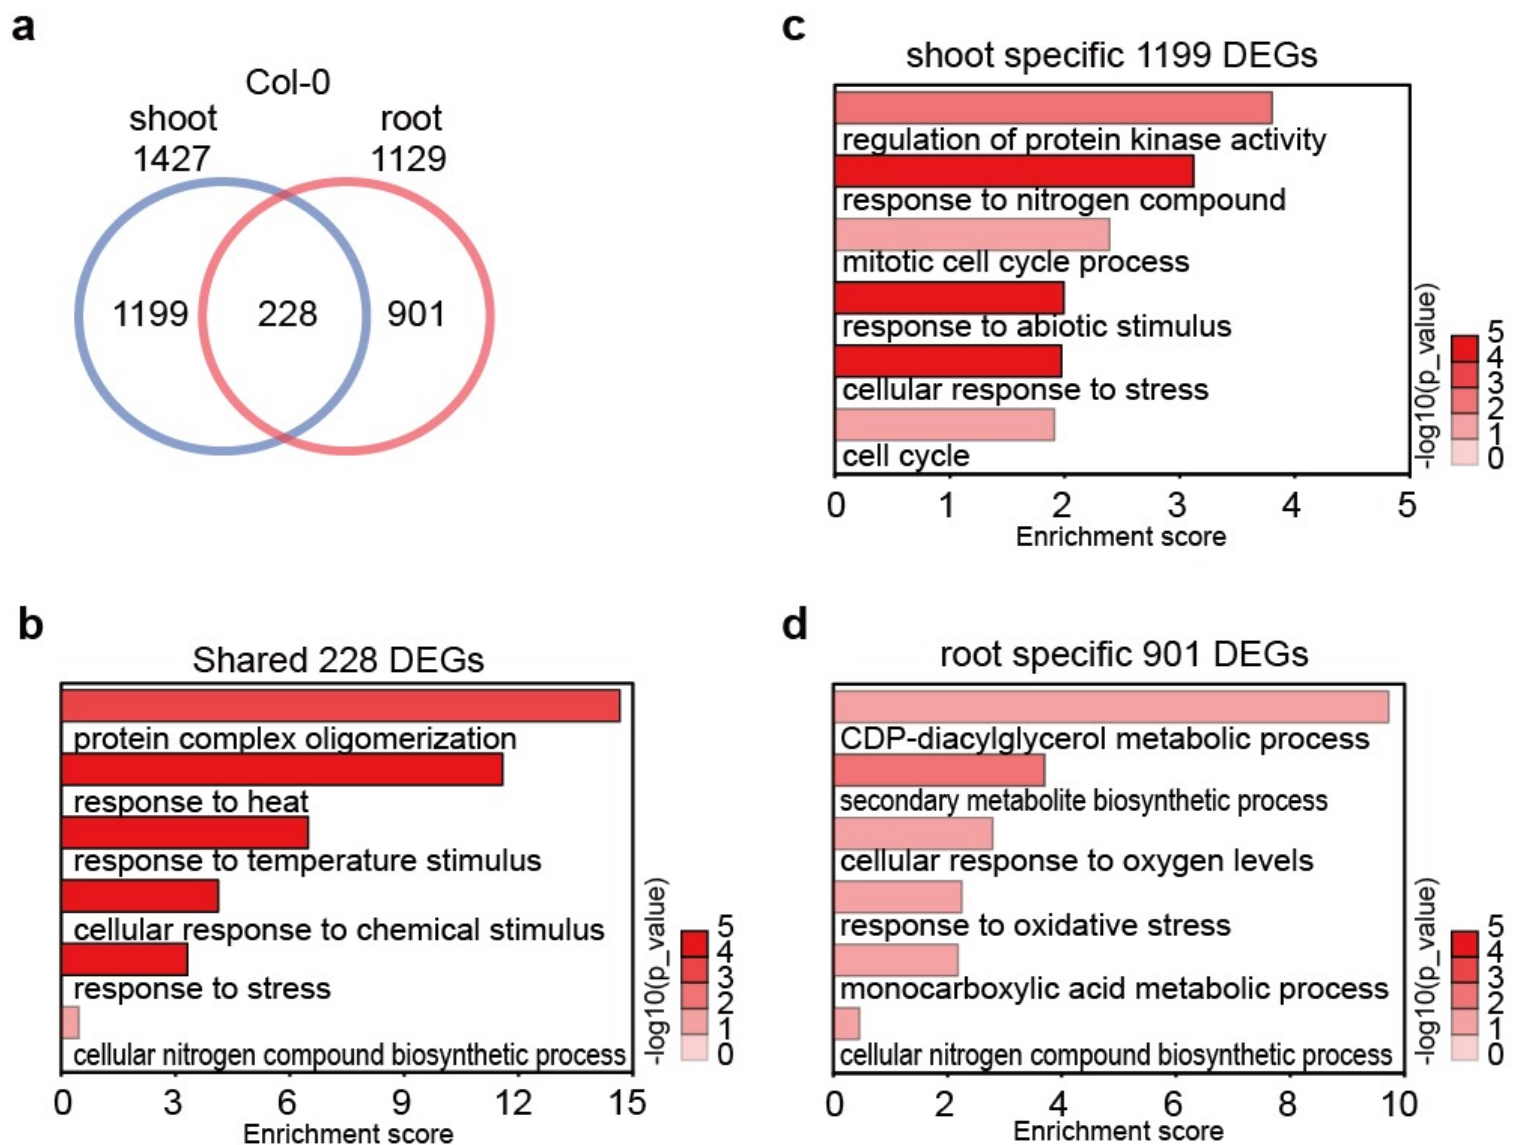

**Supplementary Figure 6: Hypocotyl and root show shared but distinct DEGs in thermomorphogenesis.**

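The Col-0 DEGs found in only one tissue were compared with their change in the other tissue. Of the shoot-only DEGs, 461 were also tested in the root, and 363 of them (78.7%) changed there in the same direction. Their median log2 fold change was 1.21 in the shoot and 0.37 in the root, counted in the direction of the shoot change. Of the root-only DEGs, 154 were also tested in the shoot, where 110 (71.4%) changed in the root's direction. Their median log2 fold change was 1.25 in the root and 0.33 in the shoot. The number of DEGs in both tissues lay between 87, without root Col-0 replicate 2 at 22 °C, and 126, without shoot Col-0 replicate 1 at 28 °C, when each library was left out in turn.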

(a) Venn diagrams show tissue-specific (hypocotyl and root) Differentially Expressed Genes (DEGs) in wild-type (WT) at high ambient temperature response. Six-day-old white light-grown seedlings were transferred to 22°C or 28°C for additional 4 hours and total RNA was extracted from three biological replicates for RNA-seq analyses. (b-d) Gene Ontology (GO) analysis of shared 228 DEGs in both tissues (b), hypocotyl specific 1199 DEGs (c), and root specific 901 DEGs (d) at high ambient temperature. Adjusted P-value is from  $FDR_{<0.05}$  according to the DEG cutoff.

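The adjusted p behind the DEGs covers single genes, whereas a gene list was tested as a whole with camera, which asks whether the genes of a list rank higher or lower than the other genes. Of 28 tests, for 7 lists in the 4 comparisons of 28 °C with 22 °C, 6 passed an adjusted p of 0.05, and all 6 also passed under fry. Fry, which tests each list on its own and not against the other genes, passed 16 of the 28 tests after adjustment. In Col-0, auxin genes were higher in the shoot (25 of 28 genes, median log2 fold change 0.45, camera adjusted p = 8.17e-06), with 10 DEGs over all genes tested and also 10 adjusted over the list alone. Genes with the term response to heat were higher in the Col-0 root (28 of 49 genes, median 0.09, camera adjusted p = 0.000726), with 5 DEGs by either adjustment. In *hy5-215* this term was higher in the shoot (30 of 46 genes, median 0.23, camera adjusted p = 0.0205; 0.0501 without replicate 2 at 22 °C and 0.0668 without replicate 1 at 28 °C) and in the root (34 of 52 genes, median 0.18, camera adjusted p = 6.30e-09). Peroxidase genes were higher in the *hy5-215* shoot (32 of 38 genes, median 0.49, camera adjusted p = 7.87e-08), and heat shock genes in the *hy5-215* root (56 of 85 genes, median 0.14, camera adjusted p = 3.71e-05). Both cell cycle lists and the term response to oxidative stress passed in no comparison with camera, and their smallest camera adjusted p were 0.0944 for the cyclin and CDKB genes, 0.539 for the term cell cycle and 0.219 for oxidative stress. With fry, the cyclin and CDKB genes passed as lower in the Col-0 shoot (adjusted p = 0.0139) and the *hy5-215* shoot (adjusted p = 0.0433). Oxidative stress passed with fry as lower in the Col-0 shoot (adjusted p = 0.00858), the term cell cycle as lower in the Col-0 root (adjusted p = 0.0378) and auxin genes as higher in the Col-0 root (adjusted p = 0.0139). In the Col-0 root, 6 heat shock genes and 8 peroxidase genes were DEGs over all genes tested, against 8 and 10 adjusted over the list alone. For oxidative stress these counts were 6 and 8 in the Col-0 root, and they were the same by either adjustment for every list in the shoot. Of the genes that the paper names, 9 were tested in each shoot comparison, with 4 DEGs in Col-0, and 8 in each root comparison, with 2 DEGs in Col-0, by either adjustment.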

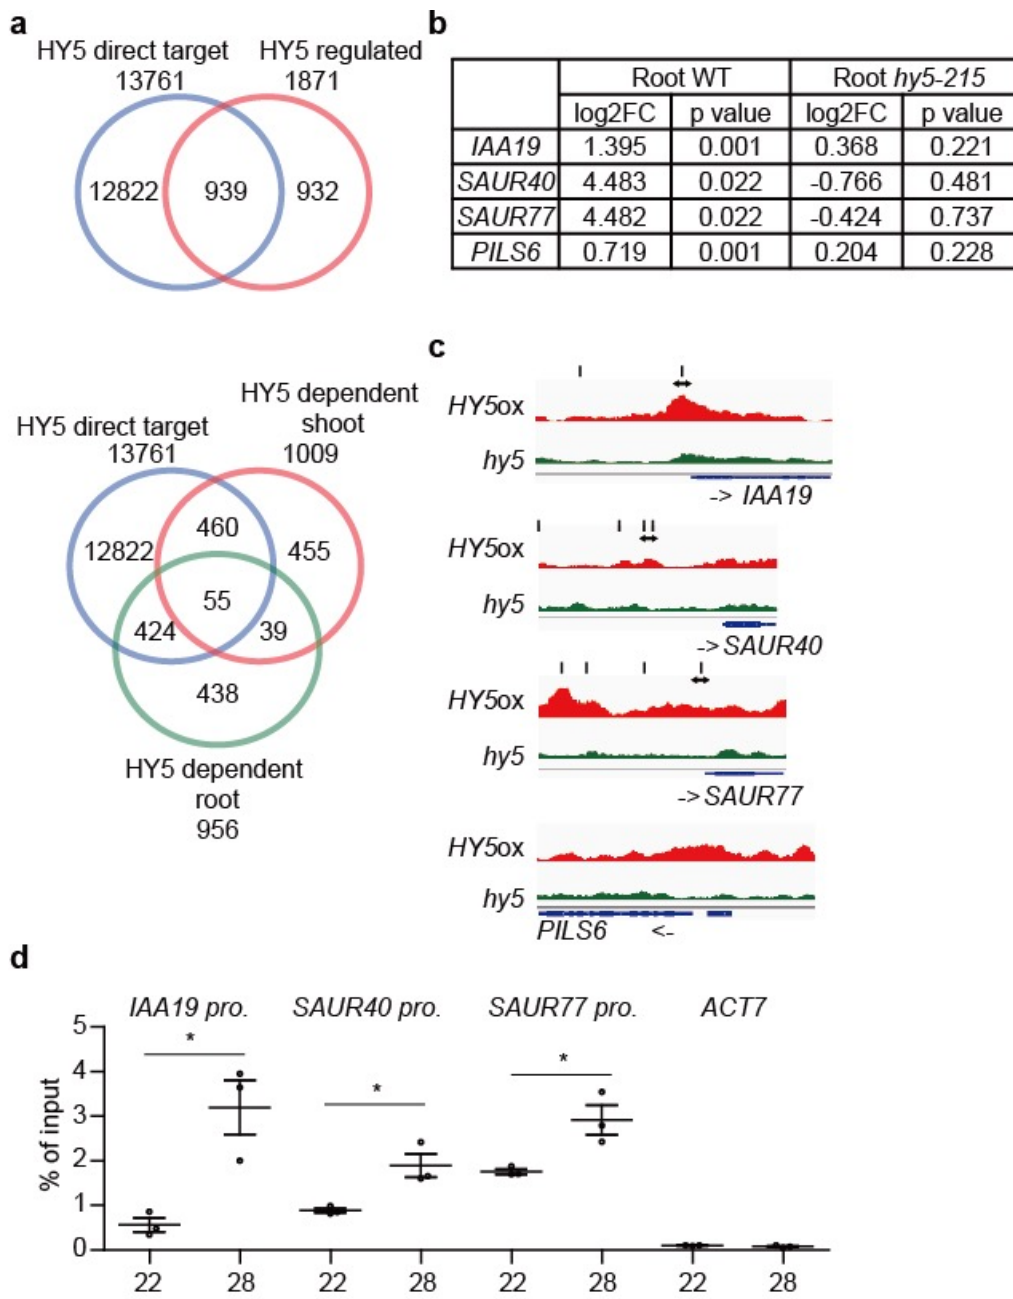

### Supplementary Figure 7: HY5 direct targets are involved in transcriptional regulation.

(a) Venn diagrams show HY5 direct target and HY5 regulated DEGs (upper panel). Lower panel shows tissue-specific (shoot and root) HY5 regulated DEGs in wild-type (WT) at thermomorphogenesis. (b) RNA-seq data show transcription level of *IAA19*, *SAUR40* and *SAUR77* in WT and *hy5-215* root. 

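The RNAseq counts behind these genes are small. In the Col-0 root at 28 °C, the 3 libraries held 3, 5 and 2 counts of *SAUR40* and 3, 3 and 4 counts of *SAUR77*, and at 22 °C each library held 0 counts of both. In the *hy5-215* root, *SAUR40* had 4, 3 and 1 counts at 22 °C and 2, 0 and 3 counts at 28 °C. *SAUR77* had 3, 1 and 1 counts at 22 °C and 1, 0 and 3 counts at 28 °C. Both genes were tested only when no filter on low counts was applied. The unadjusted p in the Col-0 root was then 0.0224 for each gene, and the adjusted p was 0.185 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *IAA19* had 9, 4 and 8 counts in the Col-0 root at 22 °C and 32, 33 and 28 counts at 28 °C, against 18, 28 and 23 counts and 29, 34 and 35 counts in *hy5-215*. In the shoot, *SAUR77* had 2, 2 and 4 counts in Col-0 at 22 °C and 10, 3 and 9 counts at 28 °C, with an adjusted p of 0.116 in the unfiltered edgeR fit. No other annotated gene matched the last 500 bases of *IAA19*, *SAUR40* or *SAUR77* at 95% identity or more over at least 100 bases.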

Adjusted P-value is from  $FDR_{<0.05}$  according to the DEG cutoff. (c) Visualization of HY5 binding to the *IAA19*, *SAUR40* and *SAUR77* promoters. Arrowheads indicate the transcription direction of the gene. HY5 direct target and HY5 ChIP-seq data are from Burko et al., 2020. Thick bars indicate the ACGT motif. Arrowlines are the amplified regions from the primers for (d). (d) *IAA19*, *SAUR40*, and *SAUR77* promoter enrichment of 35S:HY5-GFP/*hy5-215* using Chromatin Immunoprecipitation (ChIP)-qPCR. For ChIP-qPCR, three biological repeats were performed. Error bars indicate SD (n=3). Relative gene expression levels were normalized using input sample. Asterisks indicate statistically significant difference using two-sided Student's t-test; \*p<0.05. P values for *IAA19* pro 22-28: 0.013483, *SAUR40* pro 22-28: 0.020326, *SAUR77* pro 22-28: 0.025316, respectively.

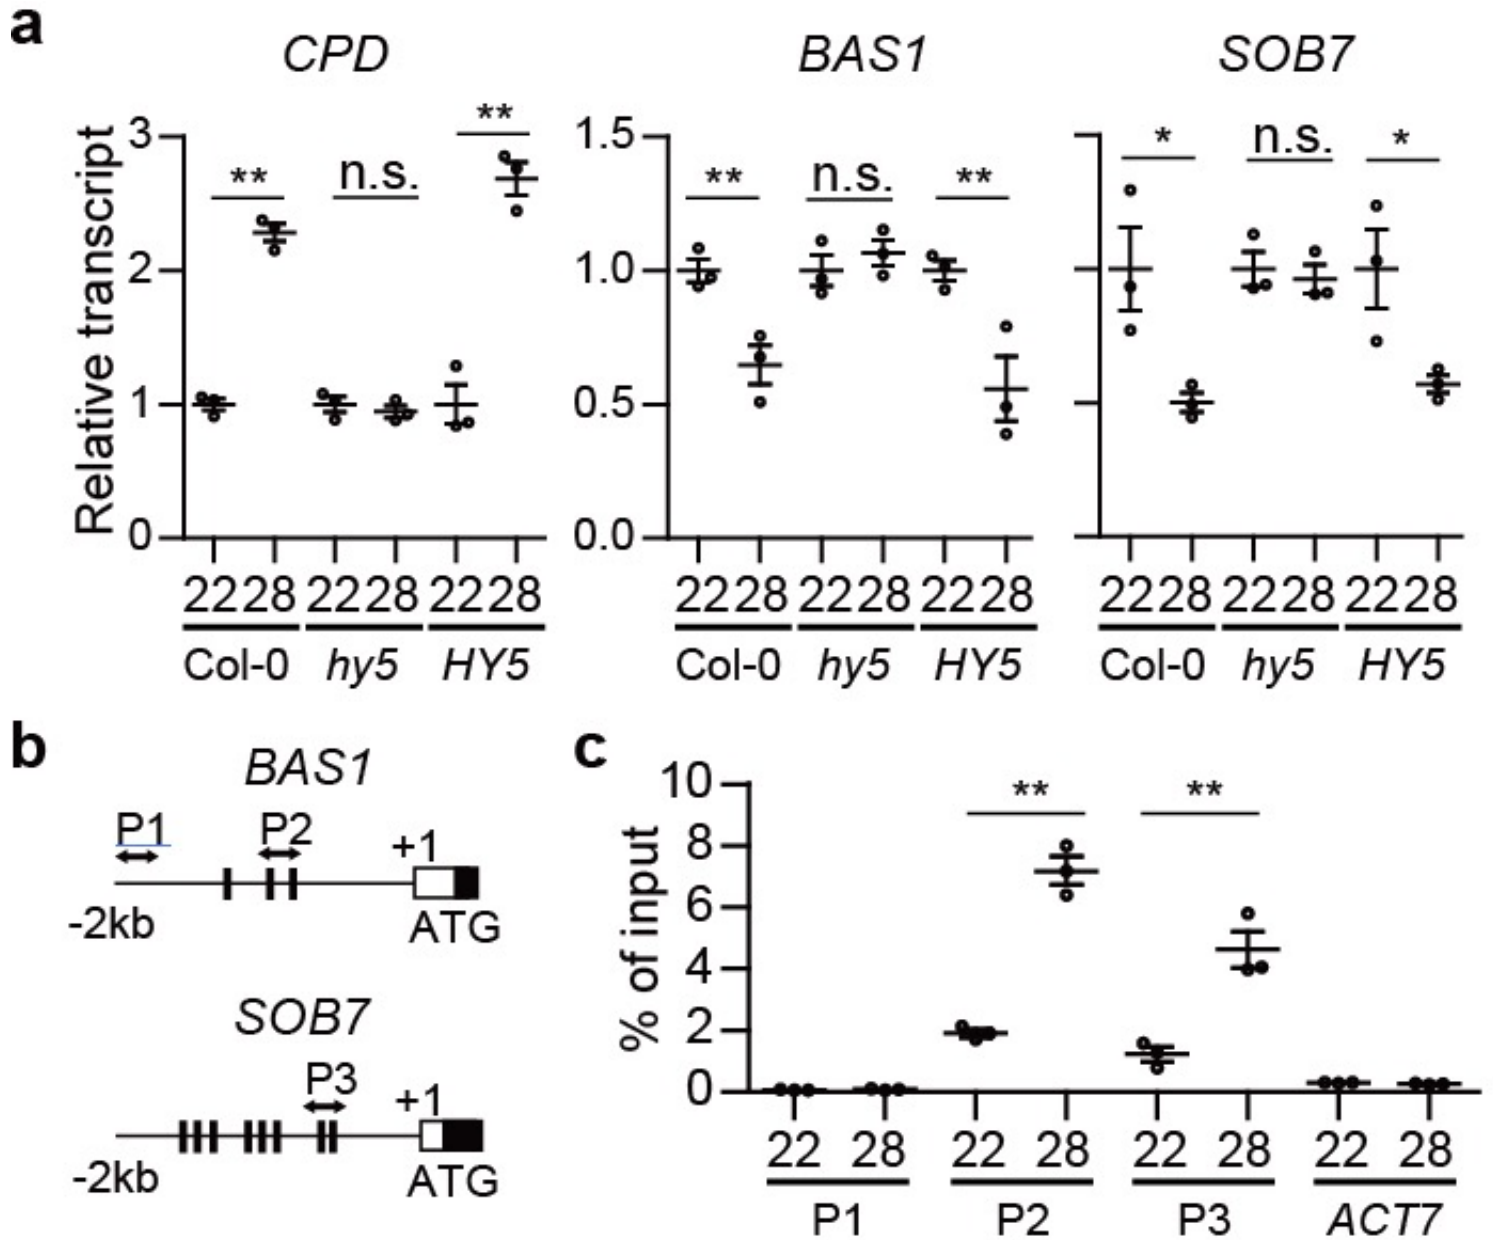

**Supplementary Figure 8: HY5 regulates transcriptional level of BR signaling pathway via direct binding to *BAS1* and *SOB7* promoter.**

(a) RT-qPCR analysis using *CPD*, *BAS1*, and *SOB7*. RT-qPCR samples were from Col-0, *hy5-215*, and 35S:HY5-GFP/*hy5-215* root grown for 5 days at 22°C and then either kept at 22°C or transferred to 28°C for 4 hours. *HY5* stands for 35S:HY5-GFP/*hy5-215*. (b) Simple genomic region scheme of *BAS1* and *SOB7*. Thick bars indicate the ACGT motif. Arrowlines are the amplified regions from the primers. (c) *BAS1* and *SOB7* promoter enrichment of 35S:HY5-GFP/*hy5-215* using Chromatin Immunoprecipitation (ChIP)-qPCR. For RT-qPCR and ChIP-qPCR, three biological repeats were performed. Error bars indicate SD (n=3). Relative gene expression levels were normalized using input sample. Asterisks indicate statistically significant difference using two-sided Student's t-test; \*p<0.05 and \*\*p < 0.01. For RT-qPCR, P values for *CPD* in Col-0 22-28: 9.07E-5, in *HY5* 22-28: 0.000884, *BAS1* in Col-0 22-28: 0.013816, in *HY5* 22-28: 0.024882, *SOB7* in Col-0 22-28: 0.034931, in *HY5* 22-28: 0.046244, respectively. For ChIP-qPCR, P values for P2 22-28: 0.00504, P3 22-28: 0.01827, respectively.

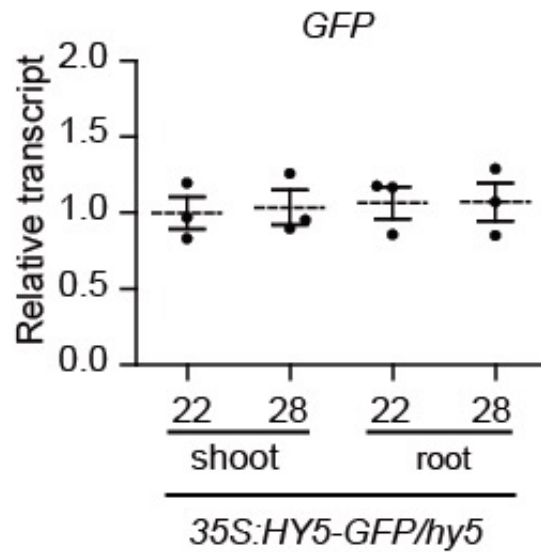

**Supplementary Figure 9: Relative transcript level of *HY5-GFP* in shoot and root.**

qPCR was performed to detect *HY5-GFP* transcriptional level. Shoot and root samples were from *35S:HY5-GFP/hy5-215* whole seedling grown for 5 days in 22°C and transferred to 22°C or 28°C for 4 hours. Three biological replicates were used in this study. Error bars indicate SD (n=3). Relative gene expression levels were normalized using expression levels of *ACT7*. n.s. stands for not significant according to Student's t-test ( $P < 0.05$ ).

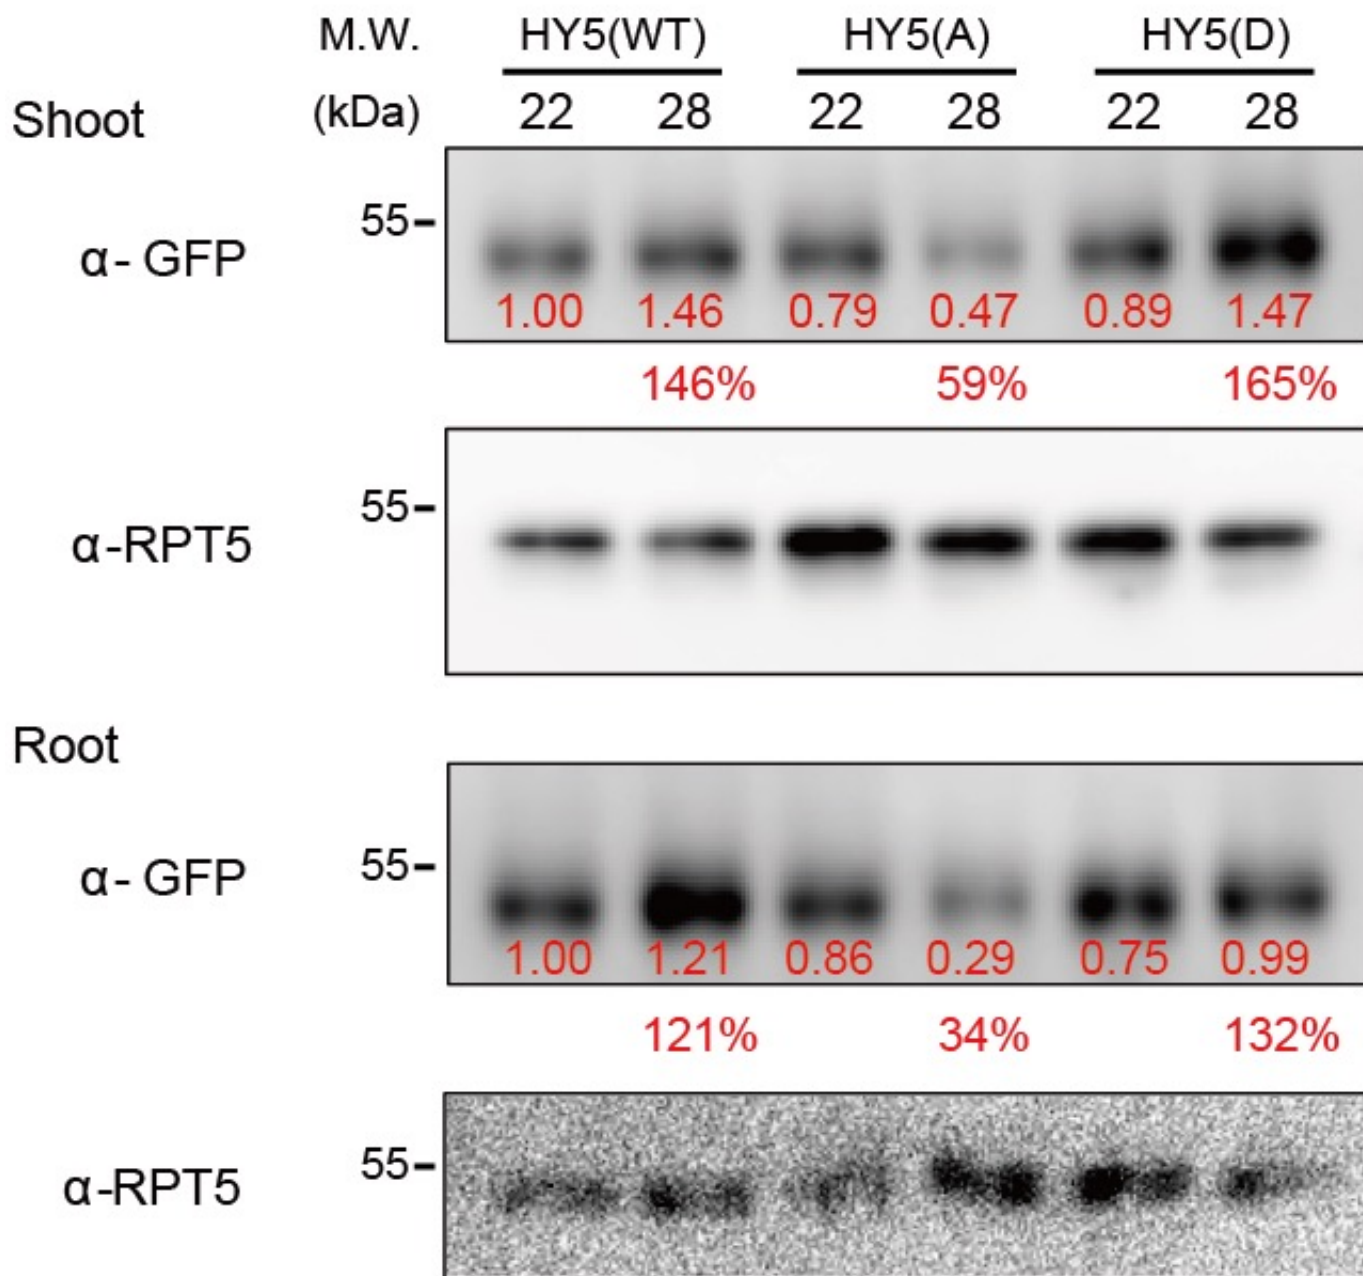

**Supplementary Figure 10: HY5-GFP level of 3 different types of HY5 overexpression line.**

Western blot shows the level of HY5-GFP from 35S:HY5-GFP/*hy5-215* shoot and root grown for 5 days in 22°C and either kept at 22°C or transferred to 28°C for 4 hours. HY5-GFP was detected using GFP antibody. HY5(WT); 35S:HY5-GFP/*hy5-215*, HY5(A); 35S:HY5 S36A -GFP/*hy5-215*, HY5(D); 35S:HY5 S36D -GFP/*hy5-215*. Red number indicates the quantitation value from anti-GFP band divided by the anti-RPT5 band intensity relative to 22 °C of HY5 (WT). Red number in percentage indicates the ratio between 28/22 from the quantitated value from anti-GFP/anti-RPT5 relative to 22 °C condition of each line. Two independent experiments were repeated with similar results.

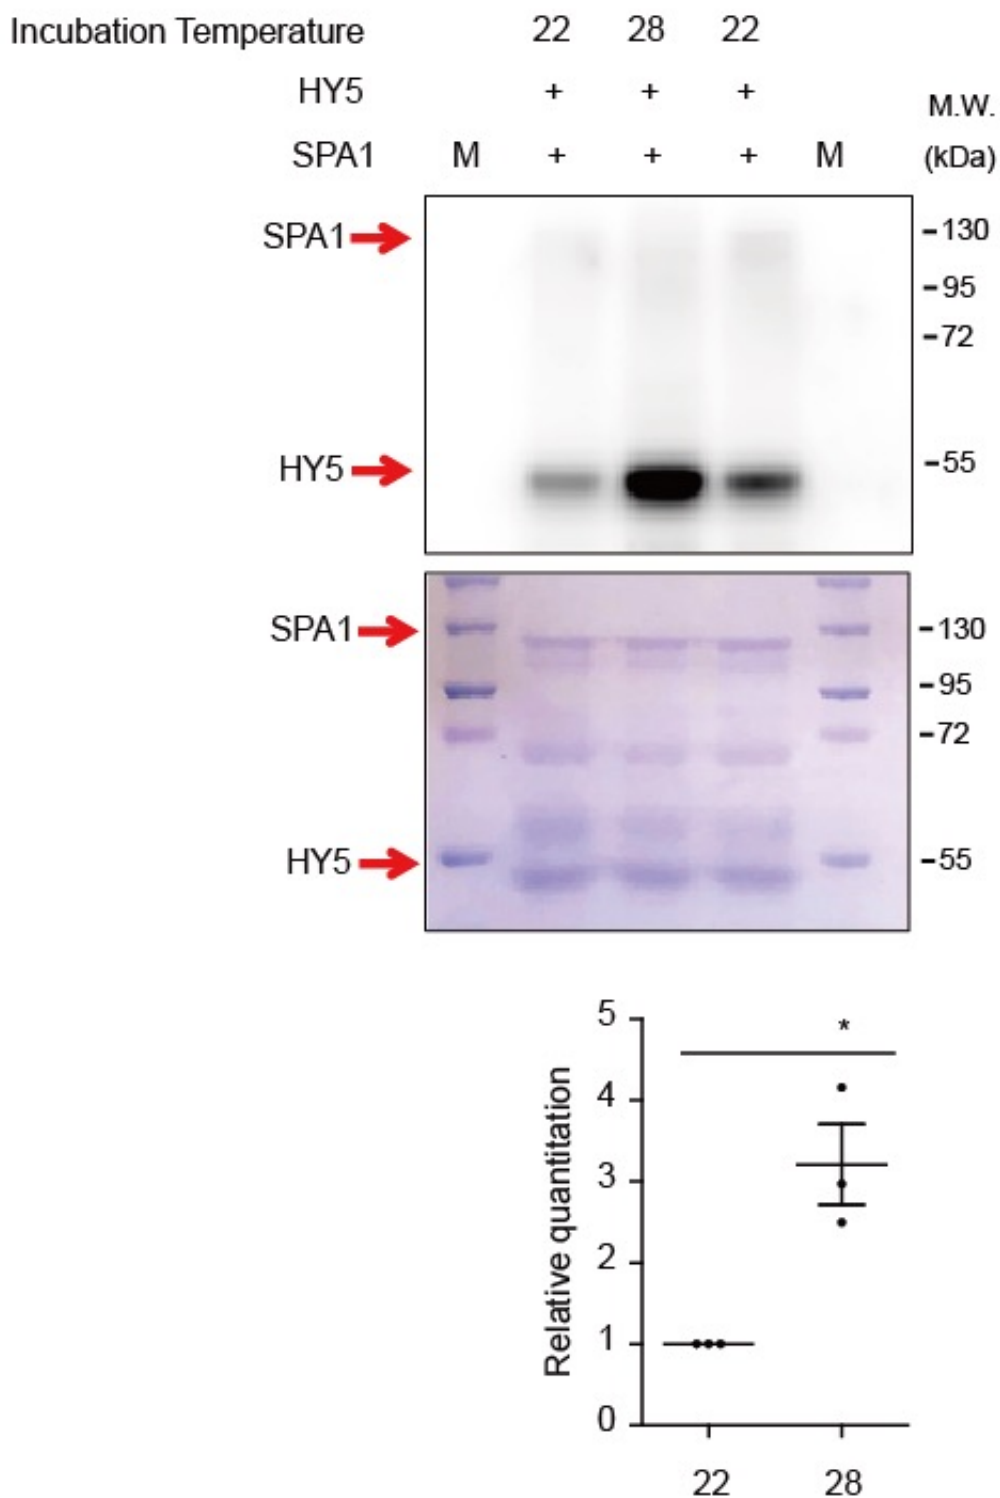

**Supplementary Figure 11:** SPA1 kinase activity is regulated by high ambient temperature *in vitro*. (Top) Autoradiogram shows SPA1 kinase activity on HY5 at 22°C and 28°C, respectively. *In vitro* kinase assay was performed using purified SPA1-GFP protein purified from *Sacharomyces cerevisiae* and GST-HY5 protein purified from *E. coli*. (Middle) Coomassie stained gel shows the amount of SPA1 and HY5 used for the assay. (Bottom) Line graph indicates the quantitation value from the autoradiograms divided by the Coomassie staining SPA1 band intensity based on three replicates. The ratio of the autoradiograms at 22°C was set to 1. Error bars indicate SD (n= 3). The median value was used for the measurement of center. The asterisk indicates a significant difference between 22°C and 28°C based on two-sided Student's *t*-test ( $P < 0.05$ ). P value : 0.0111.

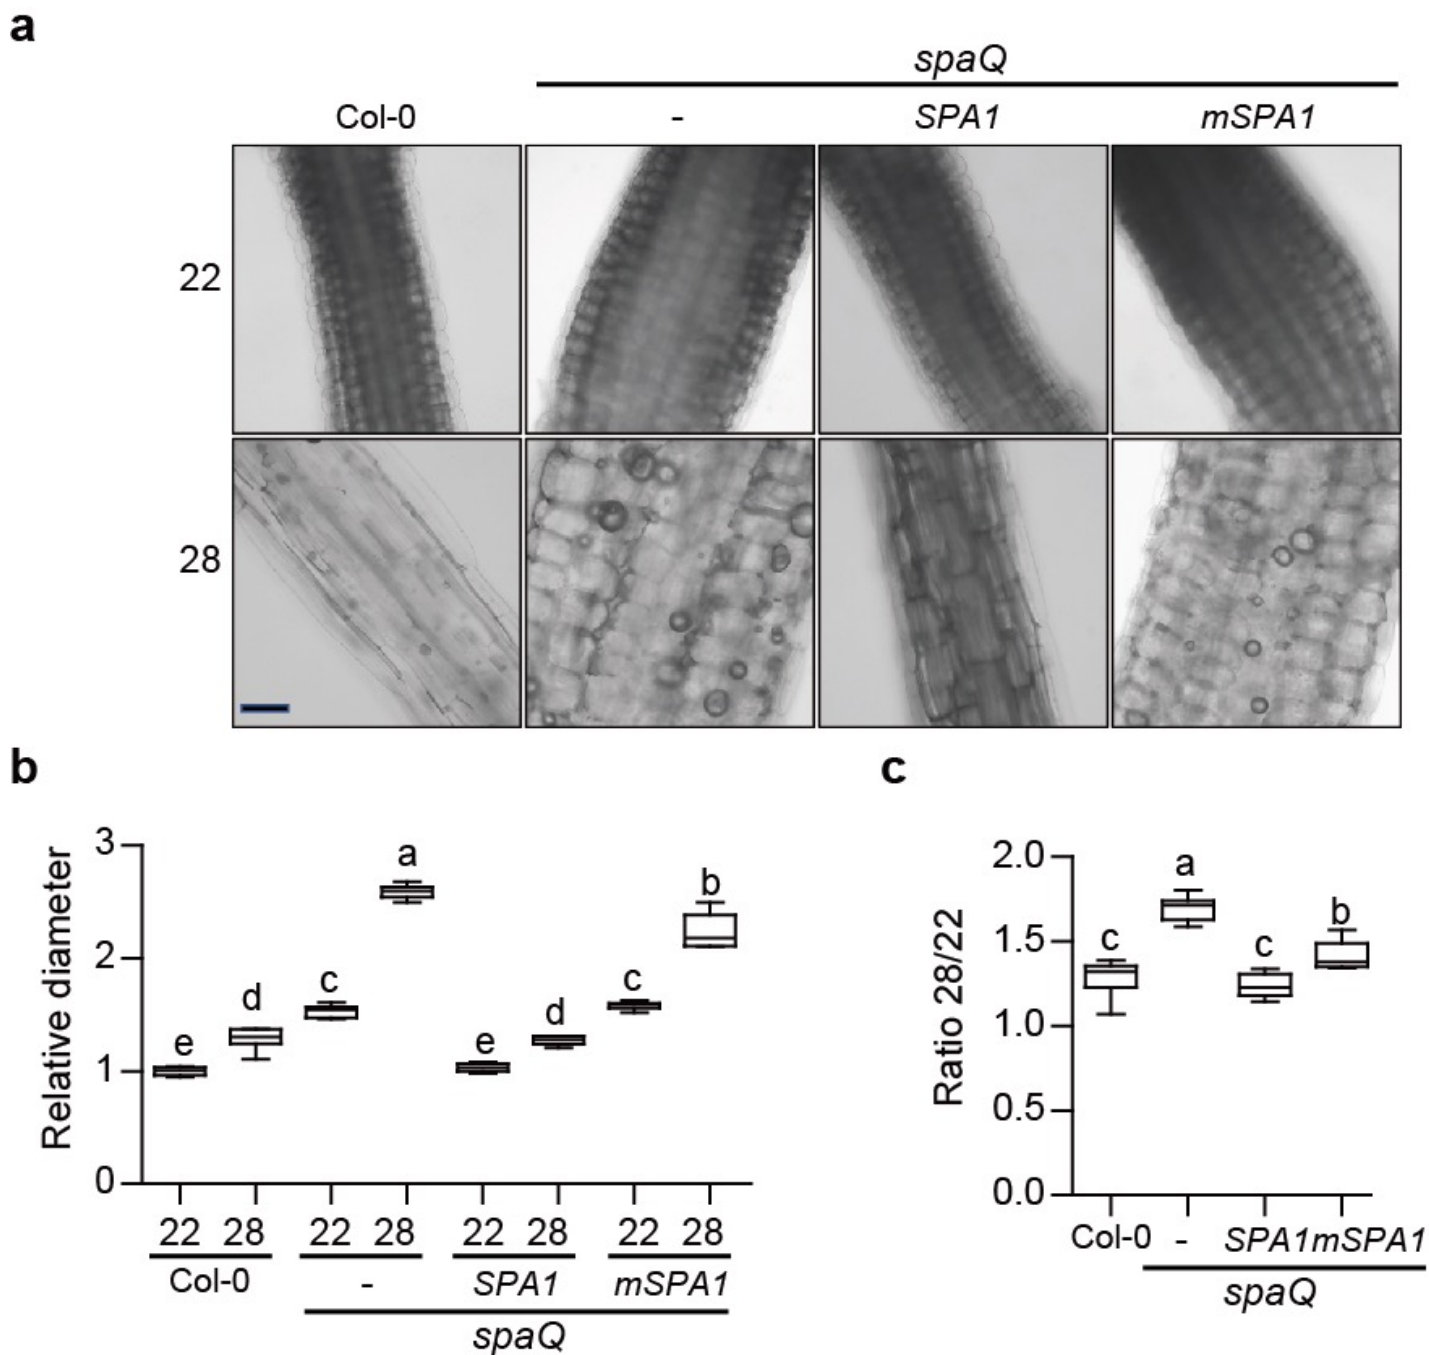

**Supplementary Figure 12: SPA is involved in thermo-induced hypocotyl thickening.**

(a) Image showing hypocotyl thickness phenotype of Col-0, *spaQ*, *35S:SPA1-LUC/spaQ* and *35S:mSPA1/spaQ* in 22°C and 28°C. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 4 days before being imaged. The scale bar represents 200  $\mu$ m. (b) Bar graph shows the relative diameter, dividing hypocotyl diameter in 28°C to that of wild-type diameter in 22°C described in (a). (c) For the ratio 28/22, relative diameter at 28°C is divided by that at 22°C. The letters a-e indicated in B and C show statistically significant differences between means of relative diameter ( $P < 0.05$ ,  $n = 10$ ) based on one-way ANOVA analyses with Tukey's HSD test.

*PIF4* **Heat** (3 hours at 38°C followed by recovery at 25°C)

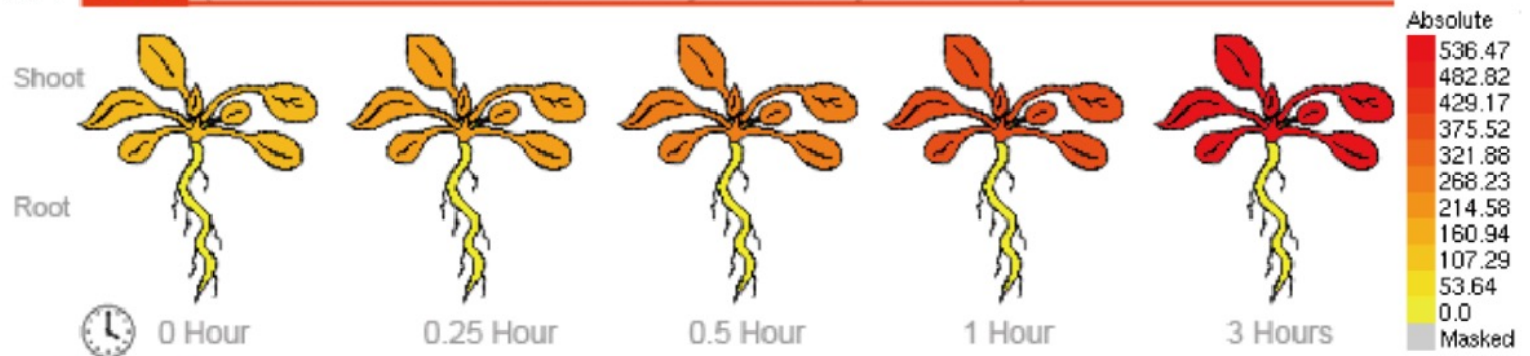

*HY5* **Heat** (3 hours at 38°C followed by recovery at 25°C)

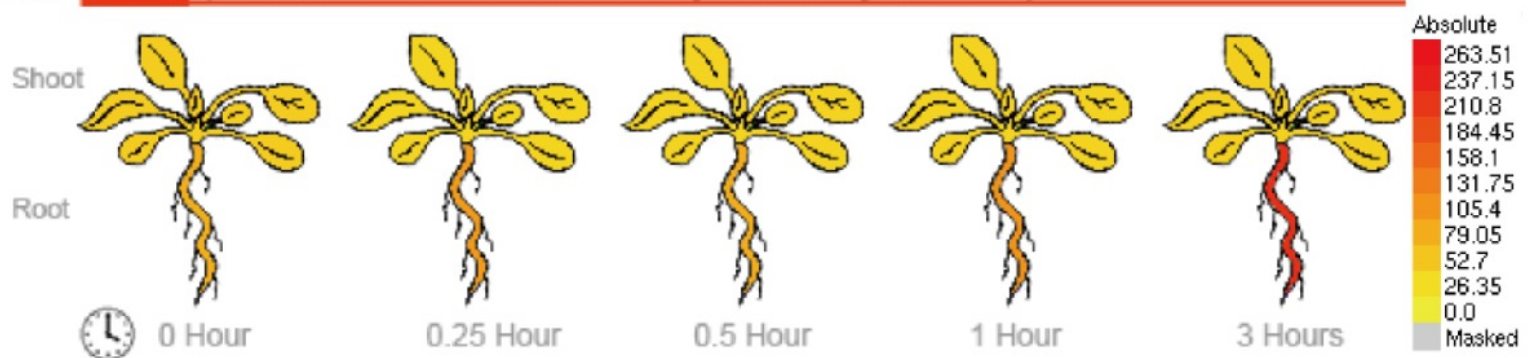

**Supplementary Figure 13: *PIF4* and *HY5* show tissue-specific expression under heat stress.**

eFP browser data (<http://www.bar.utoronto.ca/efp/cgi-bin/efpWeb.cgi>) show that *PIF4* and *HY5* display tissue-specific expression in response to heat. (kilian et al., 2007; <https://doi.org/10.1111/j.1365-313X.2007.03052.x>)

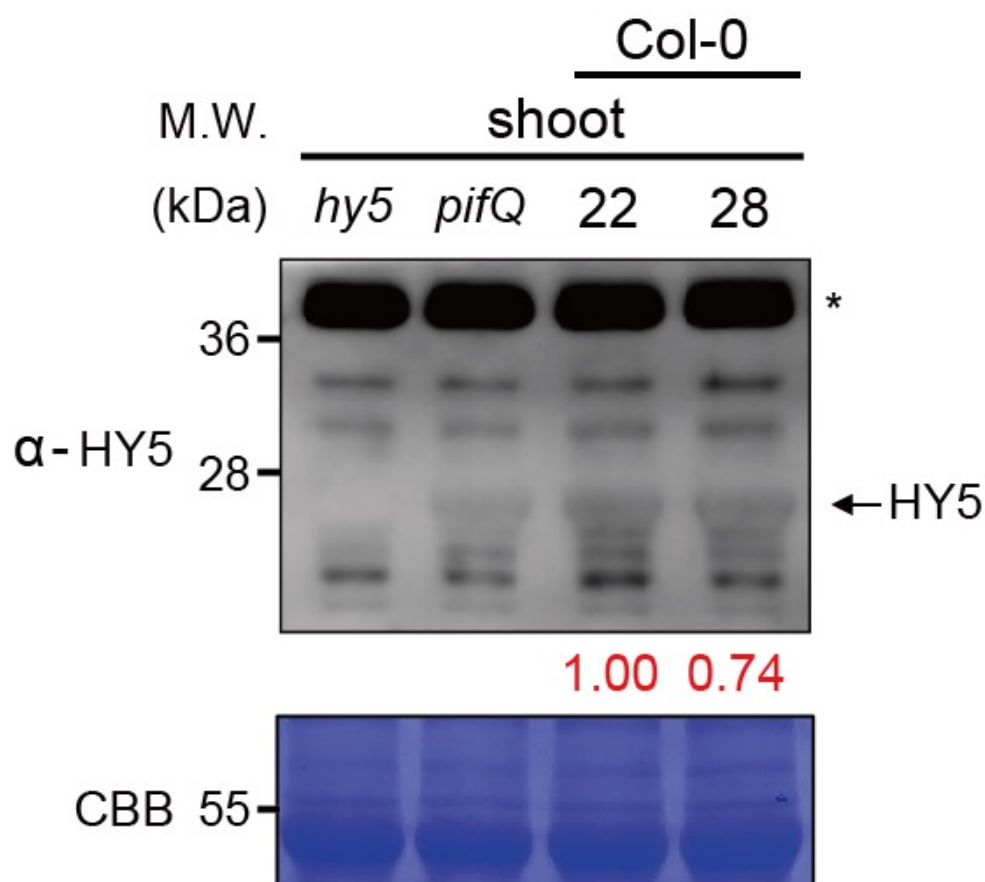

#### Supplementary Figure 14: The expression of HY5 in the shoot.

Western blot shows the level of native HY5 in the shoot samples separated from whole seedlings grown for 5 days at 22°C and then either kept at 22°C or transferred to 28°C for 4 hours. . *hy5-215* and *pifQ* were used as negative controls. \* indicates non-specific cross-reacting bands. Red numbers indicate the relative values for HY5 band divided by the Coomassie staining (CBB) as a loading control. Western blot of HY5 is higher intensity blot of Figure 6C. Two independent experiments were repeated with similar results.

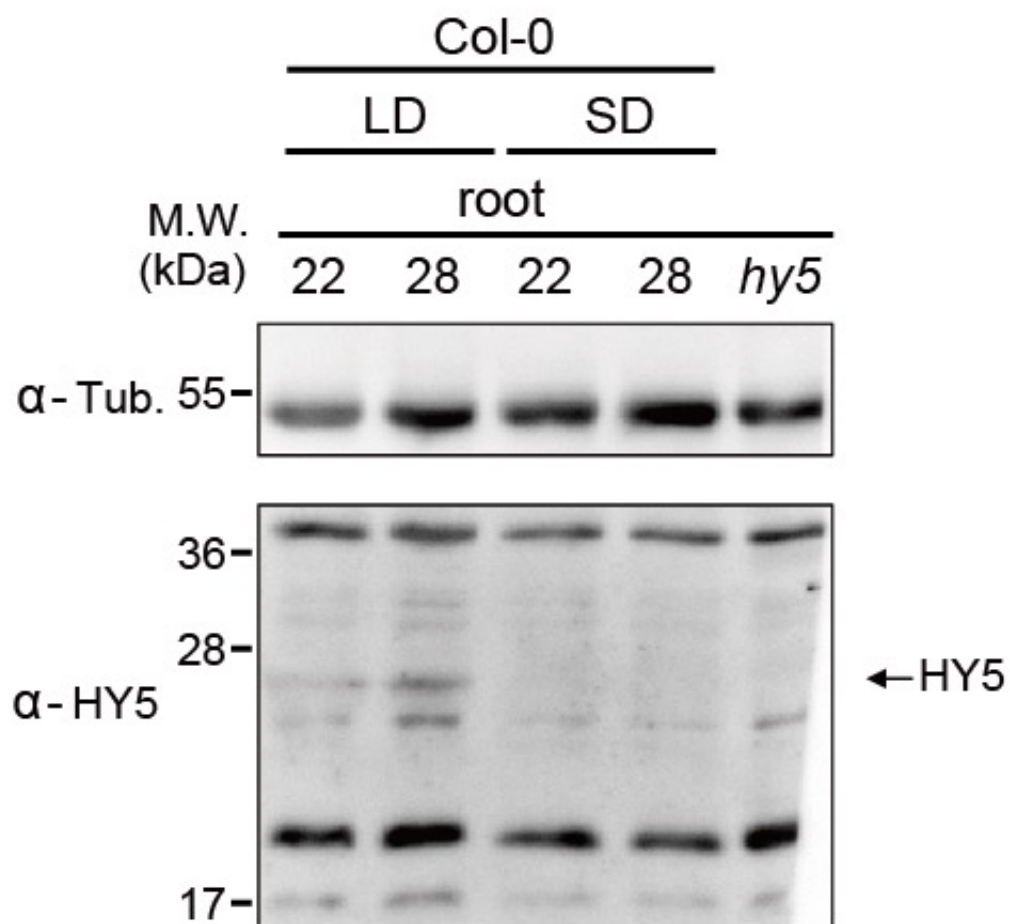

**Supplementary Figure 15: The expression of HY5 in the root under LD and SD conditions.**

Western blot shows the level of native HY5 in the root samples separated from whole seedlings grown for 5 days at 22°C and then either kept at 22°C or transferred to 28°C for 4 hours. Samples were grown under LD or SD conditions. . *hy5-215* was used as a negative control. Alpha tubulin was used as a loading control. Two independent experiments were repeated with similar results.

**Supplementary Table 1:** Primers used in this study.

| Oligonucleotides                                 |                                                                                               |
|--------------------------------------------------|-----------------------------------------------------------------------------------------------|
| <i>PIF4</i> -F ATGATGTCAATGGGATGTGGAATGAT        | This study                                                                                    |
| <i>PIF4</i> -R GTGGTCCAAACGAGAACCGTCGGTGGTC      | This study                                                                                    |
| <i>HY5</i> -F GCTGCAAGCTCTTTACCATC               | This study                                                                                    |
| <i>HY5</i> -R TCCGACAGCTTCTCCTCCAAACTC           | This study                                                                                    |
| <i>GFP</i> -F GTGAAGGTGATGCAACATACGG             | Han et al., 2011                                                                              |
| <i>GFP</i> -R AAGTCGTGCCGCTTCATATGA              | <a href="https://doi.org/10.1073/pnas.1318532111">https://doi.org/10.1073/pnas.1318532111</a> |
| <i>CPD</i> -F TTGCTCAACTCAAGGAAGAG               | Martins et al., 2017                                                                          |
| <i>CPD</i> -R TGATGTTAGCCACTCGTAGC               | Martins et al., 2017                                                                          |
| <i>BASI</i> -F CCAAGGACCATGTCGTAAAGC             | Martins et al., 2017                                                                          |
| <i>BASI</i> -R CCTGAAGTATAGCAAGATTCTGACC         | Martins et al., 2017                                                                          |
| <i>SOB7</i> -F GTCAGCAAAGAACTAAAGAATCC           | Martins et al., 2017                                                                          |
| <i>SOB7</i> -R GCTCGAATAGCAAGGAGACC              | Martins et al., 2017                                                                          |
| <i>SOB7</i> -ChIP-F ATTATTATATCATATATCACATGCG    | This study                                                                                    |
| <i>SOB7</i> -ChIP-R CATGCATGTGGCTTTATTGCATGAG    | This study                                                                                    |
| <i>BASI</i> -ChIP1-F CTACTACCTCAAGTGTGGAATATG    | This study                                                                                    |
| <i>BASI</i> -ChIP1-R ATTATACGAGATTAAATGACGGTT    | This study                                                                                    |
| <i>BASI</i> -ChIP2-F CCATATACGTTACATTGTGAAAAT    | This study                                                                                    |
| <i>BASI</i> -ChIP2-R TTTTCATATGATTGTGATACAAGTC   | This study                                                                                    |
| <i>ACT7</i> -F TCCATGAAACAACCTTACAACCTCCATCA     | {Sun, 2013}                                                                                   |
| <i>ACT7</i> -R CATCGTACTCACTCTTTGAAATCCACA       | {Sun, 2013}                                                                                   |
| <i>IAA19</i> -F GAACATTTTTCCTATTCATGTTATAT       | {Sun, 2013}                                                                                   |
| <i>IAA19</i> -R ACATATGTTTCTACACACATATATA        | {Sun, 2013}                                                                                   |
| <i>SAUR40</i> -F TCTTCGCCTACGTTGACGGGAACGT       | This study                                                                                    |
| <i>SAUR40</i> -R CTCTAGCATTTTTGGCTGTCTAGGA       | This study                                                                                    |
| <i>SAUR77</i> -F GTTGTCTACTTGCCTTTCTAGTGG        | This study                                                                                    |
| <i>SAUR77</i> -R TATTTTATTATTTTATTAATAACCA       | This study                                                                                    |
| <i>IAA19</i> -ChIP-F ATTATTATATCATATATCACATGCG   | This study                                                                                    |
| <i>IAA19</i> -ChIP-R TTCTTGAACCTCTTTTTTTCCTCTC   | This study                                                                                    |
| <i>SAUR40</i> -ChIP-F ACTATTCCAAAAATCTCGACATCTC  | This study                                                                                    |
| <i>SAUR40</i> -ChIP-R GAACACAAAATTAATGTTTCATCTTT | This study                                                                                    |
| <i>SAUR77</i> -ChIP-F ACAAGAGTAGATTGTCCAGCCCACA  | This study                                                                                    |
| <i>SAUR77</i> -ChIP-R AGTATTGGGTCTTTGTATTATAT    | This study                                                                                    |

# Supplementary material for: Spatial regulation of thermomorphogenesis by HY5 and PIF4 in Arabidopsis
**Source:** Nat Commun. 2021 Jun 16;12:3656. doi: 10.1038/s41467-021-24018-7
**Supplement:** Supplementary file 2 — Descriptions of Additional Supplementary Files

## Descriptions of Additional Supplementary Files

### **Supplementary Data 1**

**Description:** List of differentially expressed genes.

# Supplementary material for: Spatial regulation of thermomorphogenesis by HY5 and PIF4 in Arabidopsis
**Source:** Nat Commun. 2021 Jun 16;12:3656. doi: 10.1038/s41467-021-24018-7
**Supplement:** Supplementary file 5 — reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection.

Data analysis Following softwares were used to analyze RNA-seq data. HISAT2 (Kim et al., 2015), HTseq (Anders et al., 2015), EdgeR (Robinson et al., 2010), FastQC <http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>, R [www.r-project.org](http://www.r-project.org), For hypocoetyl measurement imageJ NIH <http://rsb.info.nih.gov/ij/> was used. Morpheus <https://software.broadinstitute.org/morpheus/> was used for Heatmap analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Gene Expression Omnibus database (accession number GSE158939)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Three independently harvested and dried Arabidopsis thaliana seeds were used for phenotypic analysis. Each experiment represents results from at least 10 seedlings as indicated in the method section. Sample sizes were chosen based on past experience and typical sample sizes reported in the literature. |
| Data exclusions | No data exclusions.                                                                                                                                                                                                                                                                                            |
| Replication     | All phenotypic experiments were replicated at least three times. Western blots were repeated at least twice.                                                                                                                                                                                                   |
| Randomization   | Experimental samples were numbered and experiments were performed by investigators.                                                                                                                                                                                                                            |
| Blinding        | Investigators were blinded to group allocation.                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-GFP (Abcam, ab290 for Western blot, ab6556 for ChIP, anti-PIF4 (Agrisera, AS16 3955), anti-HY5 (Abiocode, R1245-2), anti-RPT5 (Enzo Life Sciences, BML-PW8770-0025), anti-tubulin (Sigma-Aldrich, T5168), anti-mouse (Abcam, ab131368), anti-rabbit (KPL, 95059-086), anti-goat (Agrisera, AS09 605).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Validation      | Antibodies are commercially available from companies as indicated.<br>ab290 <a href="https://www.abcam.com/gfp-antibody-ab290.html">https://www.abcam.com/gfp-antibody-ab290.html</a><br>ab6556 <a href="https://www.abcam.com/gfp-antibody-ab6556.html">https://www.abcam.com/gfp-antibody-ab6556.html</a><br>anti-PIF4 <a href="https://www.agrisera.com/en/artiklar/pif4-phytochrome-interacting-factor-4--2.html">https://www.agrisera.com/en/artiklar/pif4-phytochrome-interacting-factor-4--2.html</a><br>anti-HY5 <a href="http://www.abiocode.com/products/?type=detail&amp;id=3184">http://www.abiocode.com/products/?type=detail&amp;id=3184</a><br>anti-RPT5 <a href="https://www.enzolifesciences.com/BML-PW8770/proteasome-19s-rpt5-s6a-subunit-monoclonal-antibody-tbp1-19/">https://www.enzolifesciences.com/BML-PW8770/proteasome-19s-rpt5-s6a-subunit-monoclonal-antibody-tbp1-19/</a><br>anti-tubulin <a href="https://www.sigmaaldrich.com/catalog/product/sigma/t5168?lang=en&amp;region=US">https://www.sigmaaldrich.com/catalog/product/sigma/t5168?lang=en&amp;region=US</a> , anti-mouse <a href="https://www.abcam.com/mouse-igg-for-ip-hrp-ab131368.html">https://www.abcam.com/mouse-igg-for-ip-hrp-ab131368.html</a> , anti-rabbit <a href="https://us.vwr.com/store/product/7706458/anti-igg-goat-polyclonal-antibody-hrp-horseradish-peroxidase">https://us.vwr.com/store/product/7706458/anti-igg-goat-polyclonal-antibody-hrp-horseradish-peroxidase</a> , anti-goat <a href="https://www.agrisera.com/en/artiklar/rabbit-anti-goat-igg-hl-hrp-conjugated-.html">https://www.agrisera.com/en/artiklar/rabbit-anti-goat-igg-hl-hrp-conjugated-.html</a> |

How the deposited data were processed for this re-analysis (not part of the article)

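The data are counts of 3′Tag-Seq reads per gene in 24 libraries from the shoot and the root of Col-0 and *hy5-215* seedlings kept at 22 °C or moved to 28 °C, with 3 biological replicates in each of 8 groups. The authors aligned the reads with HISAT2 and counted them with HTSeq on the TAIR10 annotation. The deposited values are whole numbers without normalization, and each library's counts were used as deposited. No column was left out. Gene symbols, coordinates and descriptions were taken from the TAIR10.1 annotation, which matched 32548 of the 33977 gene identifiers. The other 1429 identifiers were kept in the tests under their locus name.

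Total counts per library ran from 1212281 to 3781032. The 10 most abundant genes of a library held 7.6% to 9.4% of the shoot counts and 3.0% to 3.6% of the root counts. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and no fold change is given against such a group. Between replicates of a group, the chi-square of the counts per degree of freedom was 1.47 to 4.59 over 24 pairs, above what counting alone gives. The replicate numbers of different groups were not treated as pairs.

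The comparisons of 28 °C with 22 °C were fitted for each tissue and genotype on 6 libraries, and the comparisons of *hy5-215* with Col-0 for each tissue and temperature in the same way. The genotype by temperature interaction of each tissue and the tissue by temperature interaction of Col-0 were fitted on 12 libraries. All fits used R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, and the quasi-likelihood F-test with Benjamini-Hochberg adjustment). DEGs had an adjusted p of at most 0.05 and a change of at least 2-fold. Interactions were called by the adjusted p alone. The SE given with an edgeR log2 fold change is its absolute value divided by the square root of the F value. It was derived in this way, not estimated by the fit, and is approximate. A HY5-dependent DEG was a DEG of Col-0 that was not a DEG of *hy5-215*. The genes named are those that the paper names and, in each comparison, the 2 genes per direction with the largest change among DEGs with a mean of at least 20 counts and no overlap between the groups. For the genotype by temperature interactions and the comparisons of *hy5-215* with Col-0 they are the 2 genes with the smallest adjusted p. Every other gene is marked as chosen after its values were seen.

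Overlaps were tested with a one-sided Fisher's exact test. For DEGs of both tissues or of one, it ran among the genes tested in both tissues of Col-0. For lists among the HY5-dependent DEGs, it ran among all genes tested in Col-0 in that tissue, where the 70 shoot and 37 root genes not tested in *hy5-215* count as HY5-dependent. Both were repeated after the data were seen, the DEGs of one tissue among all genes tested in that tissue and the HY5-dependent DEGs among the genes tested in both genotypes. The 7 gene lists are heat shock genes, cyclin A, B and D and CDKB genes, *IAA*, *SAUR* and *GH3* genes, peroxidase genes, and the annotated terms response to heat, response to oxidative stress and cell cycle. The annotated terms had been meant to replace the lists by gene symbol where terms were given, and both kinds are reported. The lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1. Lists of photosynthesis genes and of wounding, mechanical stimulus and chitin genes were used for the closing section only. Copies of the 3′ ends of the named genes were searched with blastn 2.17.0+.

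The alternatives were DESeq2 1.42.0 with its size factors, edgeR's likelihood ratio test, no filter on low counts, a mean of at least 10 counts, library size alone, a replicate block, a joint fit of the libraries of a tissue, an unadjusted p, no fold cutoff, and leaving out each library in turn. The pair of no filter with an unadjusted p was also added after the data were seen. The fits were tested on simulated data with 200 changed genes, of which 73.0% (root interaction) to 99.0% (shoot genotypes at 22 °C) were recovered. False calls made up 2.66% to 7.61% of the calls. The qRT-PCR and ChIP experiments were not analysed here. The authors' own list of HY5-dependent DEGs was read, but no overlap or enrichment was computed from it.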

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

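The tests of shoot RNA in the root libraries and of genes shared by the 4 comparisons of genotypes were chosen only after the results were seen, as was the subset of regroupings exchanged on both sides, and the simulated interaction counts were added after the first regrouped counts were known; the second way of regrouping the libraries described below was the one first intended.

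The difference between genotypes in the response to temperature passed an adjusted p of 0.05 for 169 genes in the shoot and 240 genes in the root, and the difference between tissues in Col-0 for 498 genes. Each was raised because a test of the difference itself passed. Of the interaction genes tested in both genotypes, 88 of 167 in the shoot and 176 of 227 in the root changed in opposite directions in Col-0 and *hy5-215*. In 50 simulations that gave both groups one shared response, the interaction was passed by 0 to 1 genes in the shoot, 0 to 2 genes in the root and 0 to 1 genes between tissues, so 0 simulations reached the observed number in any of these fits. The HY5-dependent share in these simulations was 41.8% to 50.2% in the shoot and 58.9% to 67.2% in the root, below the observed 64.8% and 82.6% in all of them (0 as high). The median change of the Col-0 DEGs in *hy5-215* was 1.08 to 1.19 in the simulated shoot and 0.87 to 1.00 in the simulated root, and 0 simulations gave a median as small as observed. A share of HY5-dependent DEGs near 47.0% in the shoot and 63.8% in the root, the simulated medians, thus arises with no difference between the genotypes.

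The libraries were also regrouped at random in 2 ways, 100 splits each. With the temperature labels exchanged within each genotype, 5 splits in the shoot and 2 in the root gave as many genes, the real one included, and 4 did so between tissues with the labels exchanged within each tissue. With the genotype labels exchanged within each temperature, 5 splits in the shoot and 6 in the root gave as many, and 2 did so between tissues with tissue labels exchanged. The median of the other splits was 0 genes. The largest other splits gave 826, 404 and 691 genes in the first way and 343, 774 and 4747 in the second. Every other split that gave as many genes left one side intact or mirrored it, so that it measured the effect of temperature, genotype or tissue itself. The 81 splits per fit that exchanged labels on both sides, a subset chosen after the counts were seen, gave at most 6 genes in the first way and at most 1 gene in the second. The share of all 100 splits therefore does not decide whether the numbers arise by chance. In the simulations above, where 0 reached them, counts were drawn independently for each library, with the scatter estimated from these libraries. Few calls are then what the adjustment should leave, so the simulations argue only against independent scatter around one shared response. An effect shared by libraries was not simulated and is not excluded.

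A few technical explanations were tested for the interactions. With every library thinned to the depth of the smallest, 88.2% of the shoot genes, 50.4% of the root genes and 55.2% of the genes between tissues still passed, so depth alone is not the whole cause, although it limits the root and tissue counts. After removing trends against GC content and gene length the shares were 97.0%, 96.3% and 95.6%, and without the 10 most abundant genes of each library they were 95.9%, 98.8% and 89.2%. Shoot RNA in the root libraries, at the largest share that the photosynthesis genes allow (2.94%), covered the change of 7.5% of the root interaction genes. The number in the shoot depended on single libraries, with 60 genes without *hy5-215* replicate 2 at 28 °C and 398 without Col-0 replicate 1 at 28 °C. The root number was 142 without Col-0 replicate 2 at 22 °C, and the tissue number was 326 without shoot Col-0 replicate 3 at 22 °C. A dependence of the response on HY5, or on the tissue, remains a hypothesis, since it was found and tested on the same libraries. No sequencing batch is given in the labels, so a batch that follows the groups was not tested.

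The paper names single genes as repressed in *hy5-215* by qPCR and in its RNAseq data. It reports no comparison of *hy5-215* with Col-0 across all genes at one temperature, and these were raised as signals in comparisons it did not report. At 22 °C, 269 genes were DEGs in the shoot (108 higher and 161 lower in *hy5-215*) and 903 in the root (452 higher and 451 lower). At 28 °C, 285 were DEGs in the shoot (178 higher and 107 lower) and 800 in the root (520 higher and 280 lower). By the naming rule, AT2G05914, a long noncoding RNA, was higher in the *hy5-215* shoot at 22 °C (log2 fold change 6.11, SE 0.23, adjusted p = 1.99e-25, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at 28 °C (5.94, adjusted p = 8.44e-13, edgeR). *THI2.2* was higher at 22 °C (2.45, SE 0.09) and *SQN* at 28 °C (3.76, SE 0.14). In the root, *TT4* was lower at 22 °C (-3.70, SE 0.17) and at 28 °C (-5.79, SE 0.17), and *CHIL* at 22 °C (-3.65, SE 0.17). The other gene named in the root at 28 °C was AT2G05914, with a mean of 190 counts in *hy5-215*. Its mean in Col-0 was 0.667 counts, at or under the floor in every library. It was also higher in the *hy5-215* root at 22 °C. AT2G05914, *SQN* and *TT4* overlap genes on the opposite strand. In each of these 4 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the others gave none. With 10 splits the share cannot fall under 0.1, so this count alone cannot decide. Across the 4 comparisons, which share no library, 37 genes passed in the same direction in all, and 17 of them had at most 3 counts in all 12 Col-0 libraries and means of 18 to 124 counts in *hy5-215*, which argues against a grouping by chance for these genes. With libraries thinned, 91.1% and 92.3% of the shoot genes at 22 °C and 28 °C still passed, and 72.4% and 83.6% of the root genes. With GC and length trends removed the shares were 97.8%, 97.2%, 94.8% and 94.3%, and without the most abundant genes 99.3%, 99.6%, 99.7% and 99.9%. Shoot RNA covered 5.65% of the root genes at 22 °C and 1.38% at 28 °C. For 24 of 24 libraries the most similar other library had the same tissue and genotype, which argues against a mislabelled sample. The genotype itself stays an open explanation, as does any difference between the seed lots, which the design does not separate from it.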

How the results depend on the processing

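No test in this part was chosen after the results were seen except the pair of no low-count filter with an unadjusted p and the other background of the list overlaps. The other alternatives were set before the data were examined.

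For single genes, 53 results had a fold, and 5 further ones had none because a group was at the floor or the gene was not tested. The 53 gave 420 values under alternatives, of which 409 kept their direction and side of the threshold, 3 were weaker, 7 were stronger and 1 reversed. The weaker values were *HY5* in the *hy5-215* shoot under DESeq2 and *IAA19* in the Col-0 root under DESeq2 and the replicate block. The reversed one was *CPD* in the *hy5-215* root, at 0.0168 with library size alone. Of the 106 lowest and highest values with each library left out, 96 were the same, 5 weaker, 1 stronger and 4 reversed. The reversed ones, all in the root, were *HY5* in Col-0 (-0.190 to 0.0556), *ACT7* in *hy5-215* (-0.0105 to 0.113), and *CPD* in Col-0 (-0.0840 to 0.166) and in *hy5-215* (-0.131 to 0.0922). Their changes are near 0, and the cause was not tested.

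Of 365 values of counts, shares and list tests under alternatives, 312 stayed near the value reported and 53 moved. The interaction in the shoot moved most often: 106 genes under DESeq2, 270 under edgeR's likelihood ratio test, 266 with a replicate block, 366 with no low-count filter and 1797 with an unadjusted p. With no low-count filter, the root interaction gave 413 genes, the share of Col-0 shoot DEGs with the same direction in *hy5-215* was 89.5%, and 10 list tests passed. With an unadjusted p, 635 Col-0 and 436 *hy5-215* root DEGs were called, the interactions gave 1780 genes in the root and 2640 between tissues, and 12 list tests passed. The rise with an unadjusted p follows from its construction; for the other settings the cause was not tested.

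Without the fold cutoff, the comparisons of temperatures gave 3920 (shoot Col-0), 2644 (shoot *hy5-215*), 996 (root Col-0) and 995 (root *hy5-215*) genes. The comparisons of genotypes gave 1454 (shoot, 22 °C), 920 (shoot, 28 °C), 1831 (root, 22 °C) and 2035 (root, 28 °C) genes. The genotypes then shared 1766 genes in the shoot and 293 in the root, and the tissues shared 510. The HY5-dependent shares were 54.9% in the shoot and 70.6% in the root, and 78.6% of the Col-0 root DEGs had the same direction in *hy5-215*. These increases in number follow from the looser threshold.

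With both no low-count filter and an unadjusted p, chosen after seeing the data, the DEGs numbered 1427 (shoot Col-0), 1083 (shoot *hy5-215*), 1129 (root Col-0) and 846 (root *hy5-215*). The HY5-dependent share of the shoot was then 70.7%, the genotypes shared 173 genes in the root and the tissues shared 228. With the other background, 7 list overlaps passed in place of 6.

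With each library left out in turn, Col-0 root DEGs numbered 250, without Col-0 replicate 2 at 22 °C, to 424. The interactions ranged from 60, without *hy5-215* replicate 2 at 28 °C, to 398, without Col-0 replicate 1 at 28 °C, in the shoot, from 142, without Col-0 replicate 2 at 22 °C, to 251 in the root, and from 326, without shoot Col-0 replicate 3 at 22 °C, to 523 between tissues. HY5-dependent root DEGs numbered 195 and root-specific DEGs 163 without Col-0 replicate 2 at 22 °C, 210 and 177 without Col-0 replicate 2 at 28 °C, and at most 358 and 315. The HY5-dependent share was 61.9% to 72.0% in the shoot and 78.0% to 84.6% in the root. The share with the same direction was 89.8% to 94.4% in the shoot and 70.0% to 78.7% in the root. The cause of these shifts was not tested beyond the smaller number of libraries.

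With library size alone, the share of genes higher fell from 40.1% to 27.7% between the shoot genotypes at 22 °C, where the median of all genes shifted to -0.10, and rose from 55.0% to 69.4% in the shoot interaction and from 40.8% to 53.0% between tissues. Directions of these sets are therefore relative to the TMM scaling. Of 36 pairs of libraries with the same replicate number in different groups, 3 had a correlation over 0.1 (-0.0892 to 0.232 across genes), so the replicate block is an alternative only. But 2 of the 3 pairs are Col-0 and *hy5-215* shoots at 28 °C (0.212 for replicate 1 and 0.232 for replicate 3), so an effect shared by replicate number there is not excluded, and the block raised the shoot interaction to 266. Depth limits the Col-0 root at 22 °C most: with every library thinned to the smallest, 68.5% of the Col-0 root DEGs still passed. For all 4 comparisons of 28 °C with 22 °C, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, a share that 10 splits cannot bring under 0.1.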

Differences from the paper's values

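The paper's count of Col-0 shoot DEGs is 1427 and the count here is 833. Of the alternatives set before the data were examined, no filter on low counts (1046) and the fit without shoot Col-0 replicate 1 at 28 °C (1095) came within 1.5 times of it. The paper's count for the *hy5-215* shoot is 1083, against 563 here, and none of these alternatives came within 1.5 times of it. For the root, the paper's counts are 1129 in Col-0 and 846 in *hy5-215*, against 384 and 285 here. Of these alternatives, the adjusted p with no fold cutoff came within 1.5 times of the paper's root counts, with 996 and 995 genes.

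The paper's counts of HY5-dependent DEGs are 1009 in the shoot and 956 in the root, against 540 and 317 here. No filter on low counts (711) and the fit without shoot Col-0 replicate 1 at 28 °C (788) came within 1.5 times of the shoot count. No fold cutoff (703) did so for the root. None of these settings reached the paper's counts. The copy of Supplementary Data 1 read here holds 1008 shoot and 953 root entries. The paper's number of DEGs shared by the tissues is 228, against 110 here, and its number of root-specific DEGs is 901, against 274 here. None of the alternatives set before the data were examined came within 1.5 times of these numbers. Its number of shoot-specific DEGs is 1199, against 723 here. No filter on low counts (900) and the fit without shoot Col-0 replicate 1 at 28 °C (969) came within 1.5 times of it.

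With no filter on low counts, an unadjusted p of at most 0.05 and the 2-fold cutoff together, a setting chosen after seeing the values, all of these counts equalled the paper's: 1427, 1083, 1129, 846, 1009, 956, 228, 1199 and 901, and the 418 shoot genes shared by the genotypes. This is a setting under which the values match, and the paper's methods name an adjusted p. In the fit with no filter, the log2 fold change, mean level and F value of Col-0 were those of Supplementary Data 1 for 1008 of 1008 shoot and 953 of 953 root entries, within the rounding allowed. All the p-values listed there for Col-0 are at most 0.05, while the adjusted p of that fit was at most 0.05 for 671 of the shoot and 428 of the root entries.

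The paper names *IAA19*, *SAUR40* and *SAUR77* as repressed in *hy5-215* by qPCR in shoot and root, and describes its RNAseq data as matching. The qPCR was not analysed here, so the values below bear on the RNAseq data alone. Here *IAA19* was a DEG of Col-0 in both tissues and of *hy5-215* in neither, but its root level at 28 °C did not differ between genotypes (log2 fold change -0.02, adjusted p = 0.982, edgeR). *SAUR40* and *SAUR77* were not tested after the filter. In the Col-0 root, both were called only with no filter and an unadjusted p (0.0224 for each), the setting chosen after seeing the values, which also called *SAUR77* in the Col-0 shoot (unadjusted p = 0.0268).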

Other observations

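The tests in this part of shoot RNA, of a linked segment and of handling were chosen only after the result was seen.

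*PIF4* rose in the shoot at 28 °C in Col-0, from 22.2 ± 3.59 to 74.8 ± 10.3 CPM (SD, n = 3; log2 fold change 1.76, SE 0.14, adjusted p = 7.52e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in *hy5-215* (1.22, SE 0.17, adjusted p = 1.23e-05, edgeR). The difference between these changes was not past the adjusted threshold (interaction -0.55, SE 0.24, adjusted p = 0.372, edgeR). In the root, *PIF4* had at most 4 counts in any library. *HY5* was lower at 28 °C in the Col-0 shoot (-0.72, SE 0.19, adjusted p = 0.00593, edgeR) and did not change detectably in the Col-0 root (-0.09, SE 0.16, adjusted p = 0.827, edgeR). Its adjusted p in the Col-0 shoot was above 0.05 in 1 of the 6 edgeR fits with 1 library left out (at most 0.0559). *PILS6*, which overlaps a gene on the opposite strand, changed by 0.71 in the Col-0 root (SE 0.22, adjusted p = 0.0666, edgeR) and by 0.20 in the *hy5-215* root (SE 0.18, adjusted p = 0.594, edgeR), with an interaction of -0.48 (SE 0.30, adjusted p = 0.619, edgeR). In the shoot, *CPD* was a DEG of Col-0 (1.01, SE 0.10, adjusted p = 4.12e-08, edgeR), and *BAS1* rose by 0.95 on the log2 scale (SE 0.28, adjusted p = 0.0137, edgeR). In the *hy5-215* shoot, *CPD* rose by 0.47 (SE 0.10, adjusted p = 0.00195, edgeR) and *BAS1* changed by -0.12 (SE 0.28, adjusted p = 0.824, edgeR). The shoot interaction was past the adjusted threshold for neither *CPD* (-0.55, SE 0.15, adjusted p = 0.0631, edgeR) nor *BAS1* (-1.09, SE 0.41, adjusted p = 0.272, edgeR). Between genotypes in the shoot at 28 °C, *CPD* was lower in *hy5-215* (-0.50, SE 0.11, adjusted p = 0.00800, edgeR). *ACT7* changed by 0.35 in the *hy5-215* shoot (SE 0.09, adjusted p = 0.00788, edgeR) and by 0.24 in the Col-0 shoot (adjusted p = 0.0568, edgeR). The adjusted p of *ACT7* in the *hy5-215* shoot was above 0.05 in 2 of the 6 such fits (at most 0.0852).

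Photosynthesis genes were higher in the Col-0 root at 22 °C than in the other root groups. They held 0.342% to 0.409% of the counts of these libraries, 0.229% to 0.285% in the Col-0 root at 28 °C, 0.177% to 0.311% in the *hy5-215* root and 12.5% to 17.5% in the shoot. Between *hy5-215* and Col-0 roots at 22 °C, 44 of 46 tested genes of the list were lower in *hy5-215* (median log2 fold change -0.97). If shoot RNA in the root libraries were the source, other genes specific to the shoot would move alike. Of 40 such genes (at least 200 CPM in the shoot and 50 times the root level), 39 were lower, with a median of -0.91 (bootstrap interval -0.96 to -0.75 over 2000 resamples of genes). In Col-0 at 28 °C against 22 °C the medians were -0.59 for the photosynthesis genes and -0.74 for the others, a comparison that uses the same Col-0 libraries at 22 °C. Shoot RNA carried into the Col-0 root libraries at 22 °C may therefore be the source of this pattern. A change in the root's own expression of these genes stays open.

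Across both tissues and temperatures, 37 genes differed between *hy5-215* and Col-0 in the same direction in all 4 comparisons, 30 higher and 7 lower in *hy5-215*. A segment of another background linked to *HY5* would place many of them near it. Within 3 Mb on each side of *HY5* lay 1 of them (2.70%), against 7.05% of 13497 tested genes, which argues against such a segment as the main source. For 17 of the 37, all 12 Col-0 libraries were at or under 3 counts while the mean count in *hy5-215* was 18 to 124. They lie on chromosomes 1 (5 genes), 2 (1 gene), 3 (3 genes) and 4 (8 genes), and *OFP9* and AT4G08593, chosen after their values were seen, had the highest means. Another background elsewhere in the genome and an effect of HY5 were not tested.

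Genes annotated to wounding, mechanical stimulus and chitin (127 genes) differed between genotypes in the root response, with 66 of 100 tested genes higher and a median interaction of 0.18 (adjusted p = 9.89e-05 with camera and 0.00368 with fry from limma, over 11 comparisons). In a scan of 235 annotated terms in this same interaction, response to chitin and response to wounding passed with camera (adjusted p = 0.000500 and 0.0386). The p-values of the list were not adjusted for that scan and do not test the pattern independently. The list rose in the *hy5-215* root at 28 °C (61 of 95 genes, median 0.16, camera adjusted p = 0.00497), did not pass in the Col-0 root (44 of 95 genes higher, camera adjusted p = 0.163) and fell in the shoot of Col-0 (37 of 101 genes higher, median -0.20, camera adjusted p = 3.77e-06) and of *hy5-215* (42 of 104 genes higher, median -0.14, camera adjusted p = 0.00238, fry adjusted p = 0.0207). In the shoot the interaction passed with camera (adjusted p = 0.00497) but not with fry (adjusted p = 0.125). Handling of the Col-0 seedlings at 22 °C that differed from the others could raise such genes in both tissues, but in the shoot at 22 °C the list did not differ between genotypes (camera adjusted p = 0.717). Between genotypes in the root, the list did not pass at 22 °C (45 of 95 genes higher in *hy5-215*, median -0.01, camera adjusted p = 0.137). At 28 °C it was higher in *hy5-215* with fry (62 of 98 genes, median 0.14, adjusted p = 0.0207) but did not pass with camera (adjusted p = 0.0576). In the shoot at 28 °C the list was higher in *hy5-215* with camera (62 of 101 genes, median 0.14, adjusted p = 0.0328) but did not pass with fry (adjusted p = 0.165). Handling that raised these genes in the Col-0 roots at 22 °C did not show as a difference there, but with members that go both ways these values do not exclude it.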
